# Large scale statistical inference of signaling pathways from RNAi and microarray data

**DOI:** 10.1186/1471-2105-8-386

**Published:** 2007-10-15

**Authors:** Holger Froehlich, Mark Fellmann, Holger Sueltmann, Annemarie Poustka, Tim Beissbarth

## Abstract

**Background:**

The advent of RNA interference techniques enables the selective silencing of biologically interesting genes in an efficient way. In combination with DNA microarray technology this enables researchers to gain insights into signaling pathways by observing downstream effects of individual knock-downs on gene expression. These secondary effects can be used to computationally reverse engineer features of the upstream signaling pathway.

**Results:**

In this paper we address this challenging problem by extending previous work by Markowetz *et al*., who proposed a statistical framework to score networks hypotheses in a Bayesian manner. Our extensions go in three directions: First, we introduce a way to omit the data discretization step needed in the original framework via a calculation based on *p*-values instead. Second, we show how prior assumptions on the network structure can be incorporated into the scoring scheme using regularization techniques. Third and most important, we propose methods to scale up the original approach, which is limited to around 5 genes, to large scale networks.

**Conclusion:**

Comparisons of these methods on artificial data are conducted. Our proposed module network is employed to infer the signaling network between 13 genes in the ER-*α *pathway in human MCF-7 breast cancer cells. Using a bootstrapping approach this reconstruction can be found with good statistical stability.

The code for the module network inference method is available in the latest version of the *R*-package *nem*, which can be obtained from the Bioconductor homepage.

## Background

In the modern field of systems biology scientists aim to get insights into the architecture and behavior of complex cellular and genomic processes. An important task in this context is the detection of novel interdependencies between gene products. This insight into the genomic networks is an important step towards a better understanding of the functional aspects of a biological system and of great value for drug target identification at a later stage. Within this context modern DNA microarray technology plays an important role. In addition, the advent of RNA silencing techniques has further increased its power by allowing the selective knock-down of certain genes of interest. This may enable us to detect interdependencies between gene products on a non-transcriptional level. The genes of interest are knocked down individually, and the respective downstream effects on gene expression are measured by using genome-wide microarrays. By observing the nested structure of significant up or down regulations of affected genes, this may allow one to reverse engineer features of the upstream signaling pathway [1]. In a recent work Markowetz *et al*. [2] introduced a method to reverse engineer the signaling pathway between perturbed genes using the nested structure of secondary downstream effects. They developed a Bayesian statistical framework, in which for a given network hypothesis one can calculate a score and thus can reduce the set of all possible networks to the most likely ones. A severe limitation of this method lies, however, in the restriction to small networks of up to 5 genes, because the method completely enumerates all possible network hypotheses. Furthermore, a difficulty in the practical use is the required binary discretization of the data ("secondary effect present/not present").

In our work we therefore aim to extend the framework by Markowetz *et al*. in order to make it practically applicable for a broader range of real life problems. We are thereby motivated by biological experiments conducted in our department: 13 genes in the ER-*α *pathway in human MCF-7 breast cancer cells were silenced via small interfering RNAs and the effects on gene expression were subsequently measured on cDNA microarrays. Our extensions of the original approach go in three directions: First, we introduce a way to omit the data discretization step needed via a calculation based on *p*-values instead, which is more suitable for our data and makes the whole framework more flexible (*generalized inference framework*). Second, we show how prior assumptions on the network structure can be incorporated into the network scoring scheme via techniques from regularization theory [3]. Third and most important, we develop and investigate methods to scale up the network inference to large scale networks. For this purpose two approaches are considered: simulated annealing on a restricted set of possible networks and our so-called *module networks*, which build the complete network recursively from smaller pieces that are connected subsequently. In order to validate these approaches we conduct studies on artificially created networks and show that module networks offer the highest sensitivity and specificity in the reconstruction of edges in the networks. Finally, we demonstrate the applicability of our approach to real data by inferring the complete 13 genes ER-*α *signaling pathway network. Using a bootstrapping approach this reconstruction can be found with good statistical stability and hence seems to be reliable.

## Results and discussion

### Statistical Inference Framework for Signaling Pathways from RNAi Data

We start with a brief review of the statistical inference framework for signaling pathways by Markowetz *et al*.: In general within this framework one distinguishes between silenced genes (S-genes) and genes showing a downstream effect (E-genes). It is assumed that each E-gene is attached to a single S-gene only (Figure 1). Knocking down a specific S-gene *S*_*k *_interrupts signal flow in the downstream pathway, and hence an effect on the E-genes attached to *S*_*k *_and all S-genes depending on *S*_*k *_is expected. Let us assume *n *knock-downs are performed and there exist *m *E-genes in total. The outcomes of these experiments are summarized in an *m *× *n *data matrix *D*. According to Bayes' formula a specific network hypothesis Φ ∈ {0,1}^*n *^× {0,1}^*n *^can be scored as:

**Figure 1:**
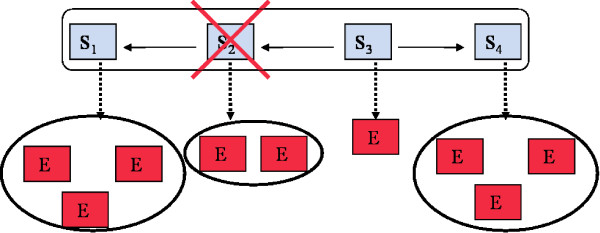
Main idea of the inference framework by Markowetz *et al*.: A network hypothesis is a directed graph between S-genes. Attached to each S-gene are several E-genes. Knocking down S-gene *S*_2 _interrupts signal flow in the downstream pathway, and hence an effect of E-genes attached to *S*_2 _and to *S*_1 _is expected.

*P*(Φ|*D*) ∝ *P*(*D|Φ*)*P*(Φ)

The position of the E-genes is introduced as a model parameter Θ = {*θ*_*i*_|*θ*_*i *_∈ {1,..., *n*}, *i *= 1,..., *m*}, i.e *θ*_*i *_= *j*, if E-gene *i *is attached to S-gene *j*. Assuming independence of the observations (rows) *D*_*i *_in the data matrix *D *(given a fixed network hypothesis Φ and model parameters Θ) one can write down the conditional likelihood *P*(*D*)|Φ, Θ) as:

P(D|Φ,Θ)=∏i=1mP(Di|Φ,θi)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGGOaakcqWGebarcqGG8baFcqqHMoGrcqGGSaalcqqHyoqucqGGPaqkcqGH9aqpdaqeWbqaaiabdcfaqjabcIcaOiabdseaenaaBaaaleaacqWGPbqAaeqaaOGaeiiFaWNaeuOPdyKaeiilaWccciGae8hUde3aaSbaaSqaaiabdMgaPbqabaGccqGGPaqkaSqaaiabdMgaPjabg2da9iabigdaXaqaaiabd2gaTbqdcqGHpis1aaaa@4A79@

It is furthermore assumed that all parameters *θ*_*i *_are statistically independent, i.e.

P(Θ|Φ)=∏i=1mP(θi|Φ)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGGOaakcqqHyoqucqGG8baFcqqHMoGrcqGGPaqkcqGH9aqpdaqeWbqaaiabdcfaqjabcIcaOGGaciab=H7aXnaaBaaaleaacqWGPbqAaeqaaOGaeiiFaWNaeuOPdyKaeiykaKcaleaacqWGPbqAcqGH9aqpcqaIXaqmaeaacqWGTbqBa0Gaey4dIunaaaa@4506@

The likelihood *P*(*D*|Φ) can now be written as:

*P*(*D*|Φ) = ∫*P*(*D*|Φ, Θ) *P*(Θ|Φ)*d*Θ

=∏i=1m∑j=1nP(Di|Φ,θi=j)P(θi=j|Φ)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqGH9aqpdaqeWbqaamaaqahabaGaemiuaaLaeiikaGIaemiraq0aaSbaaSqaaiabdMgaPbqabaGccqGG8baFcqqHMoGrcqGGSaaliiGacqWF4oqCdaWgaaWcbaGaemyAaKgabeaakiabg2da9iabdQgaQjabcMcaPiabdcfaqjabcIcaOiab=H7aXnaaBaaaleaacqWGPbqAaeqaaOGaeyypa0JaemOAaOMaeiiFaWNaeuOPdyKaeiykaKcaleaacqWGQbGAcqGH9aqpcqaIXaqmaeaacqWGUbGBa0GaeyyeIuoaaSqaaiabdMgaPjabg2da9iabigdaXaqaaiabd2gaTbqdcqGHpis1aaaa@5613@

Please note that the edges in network Φ can either represent transcriptional regulation events or phosphorilation or post-translational effects, as we reconstruct the signal flow in the network based on the nested structure of the measured effects. The effects on the E-genes that are measured are transcriptional effects, which are ultimately regulated by transcription factors. Some E-genes may be regulated by kinases, as due to the inherent nature of microarray measurements, it is impossible to distinguish between direct and indirect effects.

### Our Approach

#### Generalized Inference Framework

In their original work Markowetz et al. suppose the data matrix D to consist of counts, how often a specific E-gene shows an effect in ℓ experiment repetitions. This requires a data discretization step, for which user specified type-I and type-II error rates are assumed. The choice of these parameters is certainly critical for the inference procedure, because it directly influences (5) and appears to be difficult to estimate. Markowetz *et al*. suppose to have both, positive and negative controls (pathway stimulated/not stimulated) for this procedure, which for our data is not available (see Section "Methods"). In contrast, in our approach we make the assumption that *D *is an *m *× *n *matrix of (raw) *p*-values, which specify the likelihood of E-gene *i *being differentially expressed after knock-down of S-gene *k*. The *p*-values are calculated using a method for detecting differential gene expression, e.g. *limma *[4]. This way various experimental designs, including dye swaps, on arbitrary chip platforms can be used in a simple manner.

We now suppose a decomposition of *P*(*D*_*i*_|Φ,*θ*_*i*_) as follows:

P(Di|Φ,θi)=∏k=1nP(Dik|Φ,θi)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGGOaakcqWGebardaWgaaWcbaGaemyAaKgabeaakiabcYha8jabfA6agjabcYcaSGGaciab=H7aXnaaBaaaleaacqWGPbqAaeqaaOGaeiykaKIaeyypa0ZaaebCaeaacqWGqbaucqGGOaakcqWGebardaWgaaWcbaGaemyAaKMaem4AaSgabeaakiabcYha8jabfA6agjabcYcaSiab=H7aXnaaBaaaleaacqWGPbqAaeqaaOGaeiykaKcaleaacqWGRbWAcqGH9aqpcqaIXaqmaeaacqWGUbGBa0Gaey4dIunaaaa@4F3A@

In accordance to [2] this makes the assumption that knock-down experiments are statistically independent from each other. Hence, Eq. (5) can be written down as

P(D|Φ)=∏i=1m∑j=1n∏k=1nP(Dik|Φ,θi=j)P(θi=j|Φ)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGGOaakcqWGebarcqGG8baFcqqHMoGrcqGGPaqkcqGH9aqpdaqeWbqaamaaqahabaWaaebCaeaacqWGqbaucqGGOaakcqWGebardaWgaaWcbaGaemyAaKMaem4AaSgabeaakiabcYha8jabfA6agjabcYcaSGGaciab=H7aXnaaBaaaleaacqWGPbqAaeqaaOGaeyypa0JaemOAaOMaeiykaKIaemiuaaLaeiikaGIae8hUde3aaSbaaSqaaiabdMgaPbqabaGccqGH9aqpcqWGQbGAcqGG8baFcqqHMoGrcqGGPaqkaSqaaiabdUgaRjabg2da9iabigdaXaqaaiabd6gaUbqdcqGHpis1aaWcbaGaemOAaOMaeyypa0JaeGymaedabaGaemOBa4ganiabggHiLdaaleaacqWGPbqAcqGH9aqpcqaIXaqmaeaacqWGTbqBa0Gaey4dIunaaaa@6543@

The only thing missing is the definition of *P*(*D*_*ik*_|Φ,*θ*_*i*_). For this purpose we suppose the *D*_*ik *_to be drawn from a mixture of a uniform [0, 1] distribution reflecting the null hypothesis and another distribution *f*_1 _reflecting the alternative hypothesis [5-7]:

*P*(*D*_*ik*_) = *γ*_*k *_+ (1 - *γ*_*k*_)·*f*_1_(*D*_*ik*_), *γ*_*k *_∈ (0,1)

Under the alternative hypothesis there is a high density for small *p*-values and a strong decrease for increasing *p*-values. Both distributions overlap with mixing coefficient *γ*_*k*_. *P*(*D*_*ik*_|Φ,*θ*_*i*_) can therefore be decomposed as:

P(Dik|Φ,θi)={f1(Dik)if Φ predicts an effect1otherwise
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGGOaakcqWGebardaWgaaWcbaGaemyAaKMaem4AaSgabeaakiabcYha8jabfA6agjabcYcaSGGaciab=H7aXnaaBaaaleaacqWGPbqAaeqaaOGaeiykaKIaeyypa0ZaaiqabeaafaqaaeGacaaabaGaemOzay2aaSbaaSqaaiabigdaXaqabaGccqGGOaakcqWGebardaWgaaWcbaGaemyAaKMaem4AaSgabeaakiabcMcaPaqaaiabbMgaPjabbAgaMjabbccaGiabfA6agjabbccaGiabbchaWjabbkhaYjabbwgaLjabbsgaKjabbMgaPjabbogaJjabbsha0jabbohaZjabbccaGiabbggaHjabb6gaUjabbccaGiabbwgaLjabbAgaMjabbAgaMjabbwgaLjabbogaJjabbsha0bqaaiabigdaXaqaaiabb+gaVjabbsha0jabbIgaOjabbwgaLjabbkhaYjabbEha3jabbMgaPjabbohaZjabbwgaLbaaaiaawUhaaaaa@6F57@

The density function *f*_1 _reflects the strength of the knock-down effect on E-gene *i *under the alternative hypothesis. If it is greater than 1 the alternative hypothesis would be accepted, and if it is smaller than 1 rejected. In this work we assume *f*_1 _to be a mixture of a Beta(1, *β*_*k*_) distribution (*β*_*k *_≫ 2) and a small uniform component:

*f*_1_(*D*_*ik*_) = *π*_*k *_+ (1 - *π*_*k*_)Beta(*D*_*ik*_, 1, *β*_*k*_)

In practice we set *π*_*k *_= 0.01 and tuned the parameter *β*_*k *_on the full distribution of raw *p*-values for knock-down experiment *k *(26709 genes) such that *f*_1_(*D*_*ik*_) > 1, if the Benjamini-Hochberg false discovery rate [8] for *D*_*ik *_was ≤ 10% and *f*_1_(*D*_*ik*_) ≤ 1 otherwise. 

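With this rule and a bound of 1000 on β, the p-values of the 26629 clones gave β of 356.9 for AKT2, 521.5 for CCNG2 and 535.3 for STC2, where 4362, 3183 and 3114 clones passed 10%. The text gives no bound. That of 1000 was set with Table 1 seen, and the other 10 knock-downs reached it. For BCL2 and HSPB8 no clone passed 10% in limma and no p-value fixes β, and for the other 8 the bound replaces the larger β of the rule, so that f1 is above 1 also for clones that did not pass. The density f1 was then above 1 for 4361 clones after silencing of AKT2, 3183 after CCNG2, 3114 after STC2, 1352 after ESR1, 1051 after FOXA1, 850 after LOC120224, 815 after GDF15 and 788 after GPR30. It was above 1 for 236 clones after AKT1, 226 after XBP1, 128 after HSPB8, 117 after BCL2 and 87 after DDR1, nearly all of which did not pass 10%.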

An alternative treatment using a fitting procedure with Expectation Maximization [9] is described in our recent publication [10].

### Regularization

Eq. (1) allows one to specify a prior *P*(Φ) on the network structure itself. This can be thought of as biasing the score of possible network hypotheses towards prior knowledge. It is crucial to understand that in principle in any inference scheme there exist two competing goals: Belief in prior assumptions/prior knowledge versus belief in data. Only trusting the data itself may lead to overfitting, whereas only trusting in prior assumptions does not give any new information and prevents learning. Therefore, we need a trade-off between both goals. This technique is known as *regularization *in the machine learning literature [3,11]. We have to take into account at this point that our assumptions may only be true up to a certain degree. Hence, for each edge we should suppose a prior probability reflecting the degree of belief in its existence. In principle, this degree of belief can be very different for each edge. We summarize all prior edge probabilities in an *n *× *n *matrix Φ^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacuqHMoGrgaqcaaaa@2E36@. Making the assumption that all edge priors *P*(Φ_*ij*_) are independent, i.e.

P(Φ)=∏i,jP(Φij)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGGOaakcqqHMoGrcqGGPaqkcqGH9aqpdaqeqbqaaiabdcfaqjabcIcaOiabfA6agnaaBaaaleaacqWGPbqAcqWGQbGAaeqaaOGaeiykaKcaleaacqWGPbqAcqGGSaalcqWGQbGAaeqaniabg+Givdaaaa@3EF4@

allows us to define the connection between Φ_*ij *_and Φ^ij
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacuqHMoGrgaqcamaaBaaaleaacqWGPbqAcqWGQbGAaeqaaaaa@311A@ for each edge separately. Note that Φ_*ij *_∈ {0,1} depending on whether we set the edge *i *→ *j *or not. Hence, for each edge we have a certain difference |Φij−Φ^ij|
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaadaabdaqaaiabfA6agnaaBaaaleaacqWGPbqAcqWGQbGAaeqaaOGaeyOeI0IafuOPdyKbaKaadaWgaaWcbaGaemyAaKMaemOAaOgabeaaaOGaay5bSlaawIa7aaaa@399B@ to our prior assumptions. The smaller this difference, the higher *P*(Φ_*ij*_) should be. We can therefore model *P*(Φ_*ij*_) as a Laplacian distribution with parameter *λ *:

P(Φij|λ)=λ2exp⁡(−λ|Φij−Φ^ij|)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGqbaucqGGOaakcqqHMoGrdaWgaaWcbaGaemyAaKMaemOAaOgabeaakiabcYha8HGaciab=T7aSjabcMcaPiabg2da9maalaaabaGae83UdWgabaGaeGOmaidaaiGbcwgaLjabcIha4jabcchaWnaabmaabaGaeyOeI0Iae83UdW2aaqWaaeaacqqHMoGrdaWgaaWcbaGaemyAaKMaemOAaOgabeaakiabgkHiTiqbfA6agzaajaWaaSbaaSqaaiabdMgaPjabdQgaQbqabaaakiaawEa7caGLiWoaaiaawIcacaGLPaaaaaa@5029@

If we now write down the log-posterior of Eq. (1)

log *P*(Φ|*D*) ∝ log *P*(*D*|Φ) + log *P*(Φ)

∝log⁡P(D|Φ)−λ∑i,j|Φij−Φ^ij|
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqGHDisTcyGGSbaBcqGGVbWBcqGGNbWzcqWGqbaucqGGOaakcqWGebarcqGG8baFcqqHMoGrcqGGPaqkcqGHsisliiGacqWF7oaBdaaeqbqaamaaemaabaGaeuOPdy0aaSbaaSqaaiabdMgaPjabdQgaQbqabaGccqGHsislcuqHMoGrgaqcamaaBaaaleaacqWGPbqAcqWGQbGAaeqaaaGccaGLhWUaayjcSdaaleaacqWGPbqAcqGGSaalcqWGQbGAaeqaniabggHiLdaaaa@4E82@

we see that *λ *specifies the trade-off between the model's fit to our data and our prior assumptions. An important special case of the latter would be Φ^
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacuqHMoGrgaqcaaaa@2E36@ = 0, i.e. the matrix consisting only of zeros. The meaning of this prior would be to generally prefer sparse networks structures over dense ones. Setting *λ *→ ∞ corresponds to completely trusting the prior, whereas *λ *= 0 leads to a maximum likelihood estimate, i.e. complete trust in data. In practice we would like to choose a *λ *balancing both goals. This leads to an instance of the classical *model selection *problem (e.g. [12]) in statistical learning. One way of dealing with it is to tune *λ *such that the *Akaike information criterion *(AIC)

*AIC*(*λ*, Φ_*opt*_) = -2 log *P*(*D*|Φ_*opt*_) + 2*d*(*λ*, Φ_*opt*_)

becomes minimal [12]. Here *d*(*λ*, Φ_*opt*_) denotes the number of free parameters (i.e. the number of unknown edges) in the network structure Φ_*opt *_optimizing (14).

### Large Scale Network Inference

The inference framework does not answer the question how to come up with a candidate network topology, which we would like to score. Markowetz *et al*. [2] completely enumerate all possible topologies. This is, however, only suitable for small networks of up to 5 S-genes. For 5 S-genes there already exist more than 1,000,000 and for 10 genes more than 10^27 ^possible network topologies. In this context it should be noted that the scoring scheme cannot distinguish between two network hypotheses, if they only differ in transitive edges. This issue is known as *prediction equivalence*. Hence, it only makes sense to consider the set of all transitively closed network hypotheses. However, restricting ourselves to this limited class of network structures does not generally solve the problem, since even then the number of networks to consider scales in a similar way with the number of S-genes (for 5 genes there are already more than 6,000 transitively closed networks to test). Hence, we have to resort to heuristics.

#### Stochastic Sampling

A quite obvious idea to prevent the computational effort to enumerate all possible network hypothesis is to sample from the set of all transitively closed network graphs randomly. We decided to use simulated annealing (SA) here [13]. SA is rather similar to Markov chain Monte Carlo (MCMC) sampling [14], but additionally makes use of a so-called cooling scheme, which gradually decreases the neighborhood size of a given state in search space. SA has been successfully applied to many difficult optimization problems from various disciplines, including bioinformatics [15,16]. In order to use SA, we have to define a state transition function *t *: *S *→ *S*, which defines how to come from one graph to a modified one in search space. A special challenge in this context is that we need to guarantee that in principle all possible transitively closed network topologies can be reached by our function *t*.

Supposed we have functions *add *and *del*, which add and remove edges from a given transitively closed graph and produce a new one from this. We will restrict ourselves to the set of all transitively closed directed graphs (DAGs) here for reasons that will become clear soon. We now define *add *and *del *in a formal way as follows:

#### Definition 1

Let Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@ be the set of all transitively closed graphs DAGs with *n *nodes. Suppose the nodes for *G *∈ Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@ are indexed in some way by natural numbers. We define *add *: Tn×ℰi→Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaakiabgEna0kab=btifnaaBaaaleaacqWGPbqAaeqaaOGaeyOKH4Qae83eXt1aaSbaaSqaaiabd6gaUbqabaaaaa@43FF@ as a function, which takes a graph *G *and a pair of node indices (*i*, *j*) ∈ ℰ1
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFWesrdaWgaaWcbaGaeGymaedabeaaaaa@38A0@ ⊂ ℕ × ℕ, inserts the edge between *i*, *j *and transitively closes *G *then. ℰ1
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFWesrdaWgaaWcbaGaeGymaedabeaaaaa@38A0@ is defined as the set of all pairs of node indices, for which there exists no edge in *G *and which after edge insertion do not violate the DAG property. Likewise, *del *: Tn×ℰ2→Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaakiabgEna0kab=btifnaaBaaaleaacqaIYaGmaeqaaOGaeyOKH4Qae83eXt1aaSbaaSqaaiabd6gaUbqabaaaaa@4396@ is a function, which takes a graph *G *and a pair of node indices (*i*, *j*) ∈ ℰ2
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFWesrdaWgaaWcbaGaeGOmaidabeaaaaa@38A2@ ⊂ ℕ × ℕ. *G *is transitively reduced, the edge between *i*, *j *deleted and then transitively closed again. With a transitive reduction G* of a graph *G *∈ Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@ we mean a graph with a minimal number of edges such that the transitive closure of G* is *G*. ℰ2
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFWesrdaWgaaWcbaGaeGOmaidabeaaaaa@38A2@ is defined as the set of all pairs of node indices, for which there exists an edge in *G*.

In contrast to general graphs the transitive reduction of a DAG is unique [17], which is the reason for our restriction. This way we can guarantee that the *del *function is well defined and injective. This gives rise to the following lemma:

#### Lemma 2

*The operations add *: Tn×ℰ1→T′n
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaakiabgEna0kab=btifnaaBaaaleaacqaIXaqmaeqaaOGaeyOKH4Qaf83eXtLbauaadaWgaaWcbaGaemOBa4gabeaaaaa@43A0@*and del *: Tn×ℰ2→T′n
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaakiabgEna0kab=btifnaaBaaaleaacqaIYaGmaeqaaOGaeyOKH4Qaf83eXtLbauaadaWgaaWcbaGaemOBa4gabeaaaaa@43A2@*have the following inverse property to each other: For any G *∈ Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@*del*(*add*(*G*, *i*, *j*), *i*, *j*) = *G, provided that edge i, j does not exist in G and does not violate the DAG property. Likewise, add*(*del*(*G*, *i*, *j*), *i*, *j*) = *G, provided that edge i, j exists in G*.

*Proof*. The transitive reduction of a transitively closed DAG is unique [17]. Hence, the *del *operation is a well defined injective function. Additionally note that in the *add *operation we can never insert an edge, which lies in the transitive hull of *G *∈ Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@ (and can thus be removed by a transitive reduction), since otherwise it would have been there already (because Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@ consists of transitively closed networks only). Therefore, for any *G *∈ Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@*del*(*add*(*G*, *i*, *j*), *i*, *j*) = *G*, provided that edge *i*, *j *does not exist in *G *and does not violate the DAG property. Likewise, *add*(*del*(*G*, *i*, *j*), *i*, *j*) = *G*, provided that edge *i*, *j *exists in *G*.   □

#### Theorem 3

*From any graph A *∈ Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@*in the set of all transitively closed DAGs we can reach any other graph B *∈ Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@*using add and del operations*.

*Proof*. Let 0 ∈ Tn
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaat0uy0HwzTfgDPnwy1egaryqtHrhAL1wy0L2yHvdaiqaacqWFtepvdaWgaaWcbaGaemOBa4gabeaaaaa@39D7@ be the DAG without any edges (but with *n *nodes). Let us denote by *X *→ *Y *that from DAG *X *we can get DAG *Y *using *add *and *del *operations on appropriate edges. Note that we have *A *→ 0 and *B *→ 0, because we can use *del *to remove edges successively until no edges are left. (The reasons for this property is that *del *removes edges from the transitive reduction of a DAG, which can thus not be inserted in the following transitive closure any more.) Because *add *and *del *are inverse operations to each other according to the lemma, we have 0 → *A*, 0 → *B*. Hence, we get *A *→ 0 → *B*, which proves the theorem.   □

Still, the SA approach suffers from a potential problem: Both, the *add *and the *del *operation, at the bottom line perform a whole cascade of changes on the original graph. Thus there may be harsh changes in the scoring function when applying such an operation to a given candidate network. This may make it difficult to come close to the optimal network hypothesis.

#### Module Networks

Rather than looking for a complete network hypothesis at once the idea of the module network is to build up a graph from smaller subgraphs, called *modules *in the following. The module network is thus a divide and conquer approach: We first split the complete node set into smaller subgroups. This can be done by PAM clustering [18] on the *p*-value density profiles of the S-genes. The idea is that S-genes with a similar E-gene response profile (here: with regard to the Manhattan distance) should be close in the signaling path. The number of clusters for the PAM clustering is chosen between 2 and half of the number of S-genes such that the average silhouette index becomes maximal. The silhouette value for each point in a cluster is a measure of how similar that point is to points in its own cluster vs. points in other clusters, and ranges from -1 to +1 [19]. It is defined as:

S(i)=min⁡j(d¯B(i,j))−d¯W(i)max⁡(d¯W(i),min⁡j(d¯B(i,j))
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacqWGtbWucqGGOaakcqWGPbqAcqGGPaqkcqGH9aqpdaWcaaqaaiGbc2gaTjabcMgaPjabc6gaUnaaBaaaleaacqWGQbGAaeqaaOGaeiikaGIafmizaqMbaebadaWgaaWcbaGaemOqaieabeaakiabcIcaOiabdMgaPjabcYcaSiabdQgaQjabcMcaPiabcMcaPiabgkHiTiqbdsgaKzaaraWaaSbaaSqaaiabdEfaxbqabaGccqGGOaakcqWGPbqAcqGGPaqkaeaacyGGTbqBcqGGHbqycqGG4baEcqGGOaakcuWGKbazgaqeamaaBaaaleaacqWGxbWvaeqaaOGaeiikaGIaemyAaKMaeiykaKIaeiilaWIagiyBa0MaeiyAaKMaeiOBa42aaSbaaSqaaiabdQgaQbqabaGccqGGOaakcuWGKbazgaqeamaaBaaaleaacqWGcbGqaeqaaOGaeiikaGIaemyAaKMaeiilaWIaemOAaOMaeiykaKIaeiykaKcaaaaa@6349@

where d¯W(i)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacuWGKbazgaqeamaaBaaaleaacqWGxbWvaeqaaOGaeiikaGIaemyAaKMaeiykaKcaaa@328F@ is the average distance from the *i*-th point to the other points in its own cluster, and d¯B(i,j)
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaacuWGKbazgaqeamaaBaaaleaacqWGcbGqaeqaaOGaeiikaGIaemyAaKMaeiilaWIaemOAaOMaeiykaKcaaa@34A2@ is the average distance from the *i*-th point to points in another cluster *j*.

Each cluster of S-genes now forms one module. These modules are eventually further subdivided into smaller submodules until each submodule contains only 4 S-genes at most. This way we obtain a tree structure of modules, where each node (module) has children (submodules). We begin with estimating the leaves in the module tree. As each leaf module can contain 4 S-genes at maximum this can be done by enumerating all possible transitively closed network hypotheses and taking the highest scoring one. After the leaves in the module tree have been built, their connection is estimated. For this purpose we score all pairwise connections between any pair of S-genes from leaves *L*_1 _and *L*_2_. Denoting by |*L*_1_| and |*L*_2_| the number of S-genes in both leaves, these are 4. |*L*_1_|·|*L*_2_| tests altogether, because between any pair of S-genes (*n*_1_, *n*_2_) we can either have no edge, an edge from *n*_1 _to *n*_2_, an edge from *n*_2 _to *n*_1 _or an edge in both directions. After the best connection between *L*_1 _and *L*_2 _has been estimated, the corresponding subgraph is transitively closed. After all connections between leaves belonging to the same submodule in the module tree have been established, we recursively continue with connecting submodules in the same fashion as we did for leaf modules until the topology for the total network is completed.

### Generalized Inference Framework: Proof of Principle

To show the correctness of our generalized inference framework, we conducted experiments on the Drosophila dataset by Boutros *et al*. [I]. This dataset was also employed by Markowetz *et al*. [2] as a proof of principle with discretized data. The dataset consists of expression profiles from 16 Affymetrix microarrays: 4 genes (*tak, rel, key, mkk4/hep*) were stimulated by lipopolysaccharide (LPS) for 60 minutes and then knocked-down by RNAi with 2 replicates for each expression profile. Additionally there were 4 replicates of control experiments without LPS and RNAi and 4 replicates of expression profiling with LPS but without RNAi. The dataset is available in a preprocessed form as a supplement of [2].

We took the same 68 genes showing a secondary effect (E-genes) as used in this publication and calculated *p*-values for differential gene expression between LPS stimulated and knock-down conditions by fitting an empirical Bayes model using the *limma *package in the *R *statistical computing environment [4]. We enumerated all possible 355 transitively closed network topologies and calculated their scores using (Eq. 7). The scores of the top 25 models and the best model are depicted in Figure 2. The score distribution of the 25 top models is slightly different, because of our modified inference scheme. We had a closer look at the best 4 models and found them to be identical to those shown in [2] (see also additional file 1). The second best model differs from the best model only in the missing edge *key *→ *rel*. The next two models are either missing the edge *tak → rel *or *tak → key*. The key feature is preserved in all of them: The signal runs through *tak *before splitting into two pathway branches, one containing *mkk4/hep*, the other both *key *and *rel*. This fits exactly to the findings of Boutros *et al*. [1].

**Figure 2:**
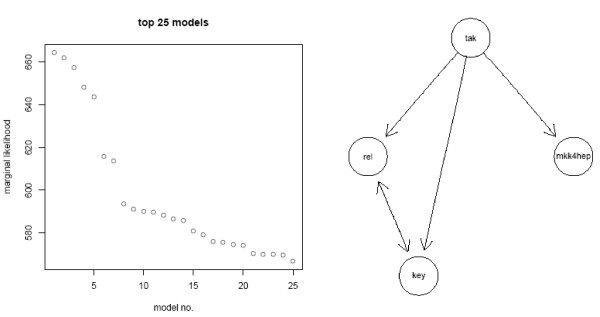
Scores of the top 25 models and the best model.

### Large Scale Inference: Evaluation on Artificial Networks

To test our methods and to get better insights into the performance of our large scale inference methods, we generated data from artificial random networks. The sampling procedure for artificial networks is described in Section "Methods". We sampled networks with *n *= 4, 8,12 S-genes. For each number of S-genes we varied the number *m *= 4, 8,..., 4*n *of E-genes and the parameter *β *= 10, 50,100 describing the Beta(1, *β*) component of the *f*_1 _distribution (Eq. 10). We compared the SA approach with the module network. We evaluated both methods in terms of average sensitivity (i.e. ratio of correctly learned edges to total number of edges in the original network) and specificity (i.e. ratio of correctly unconnected genes to total number of unconnected genes in the original network) over 100 generated networks for each parameter combination (*n, m, β*). The initial temperature for the SA was set to 1000 and the maximum number of iterations to 100*n*. The initial network structure was always the graph with no edges. A logarithmic temperature cooling scheme according to [20] was used.

The results are shown in Figure 3 – Figure 5. In general all methods achieve a higher specificity than sensitivity, which is due to our "*p*-value" sampling strategy, and they show a high robustness against a varying number of E-genes. All in all the module network approach shows a superiority to the SA approach, especially in terms of sensitivity. Using module networks the sensitivity and specificity for *n *= 4 goes up to almost 100%. For *n *= 8,12 the sensitivity lies around 80%, while the specificity reaches more than 90%. Moreover, for all tested values of *β *the curves are relatively close together. We also compared the computation times for both approaches and found the module network to be substantially faster for *n *= 8,12 (Figure 6). The average running time for network inference with *n *= 12 nodes was only 4s with the module network on our AMD dual core Opteron 2 GHz machine. In conclusion we think that the module network offers the most reliable and fast mechanism for large scale network inference among our tested approaches and is therefore taken as our inference method in the following section.

**Figure 3:**
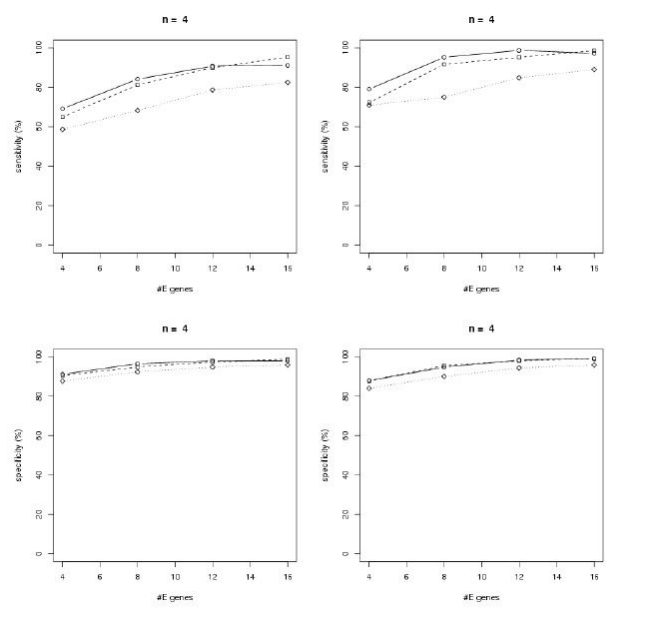
Sensitivity (top) and specificity (bottom) analysis for randomly generated networks with *n *= 4 S-genes: *β *= 100 (solid), *β *= 50 (dashed), *β *= 10 (dotted). Left: simulated annealing, right: module network.

**Figure 4:**
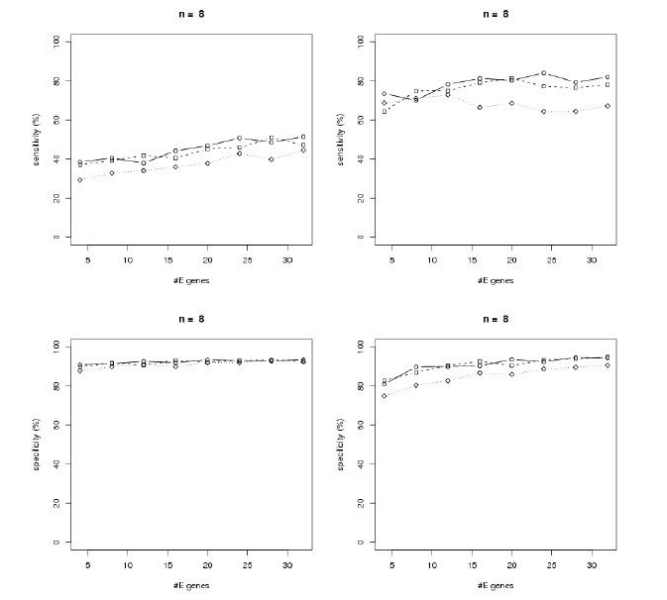
Sensitivity (top) and specificity (bottom) analysis for randomly generated networks with *n *= 8 S-genes: *β *= 100 (solid), *β *= 50 (dashed), *β *= 10 (dotted). Left: simulated annealing, right: module network.

**Figure 5:**
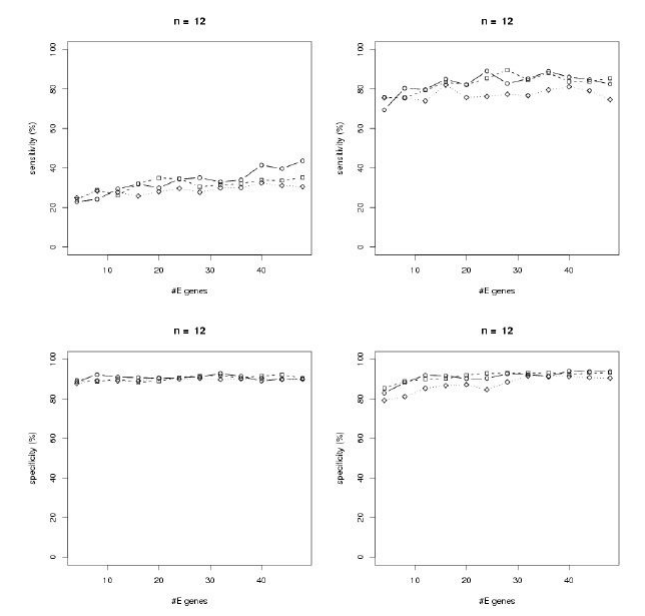
Sensitivity (top) and specificity (bottom) analysis for randomly generated networks with *n *= 12 S-genes: *β *= 100 (solid), *β *= 50 (dashed), *β *= 10 (dotted). Left: simulated annealing, right: module network.

**Figure 6:**
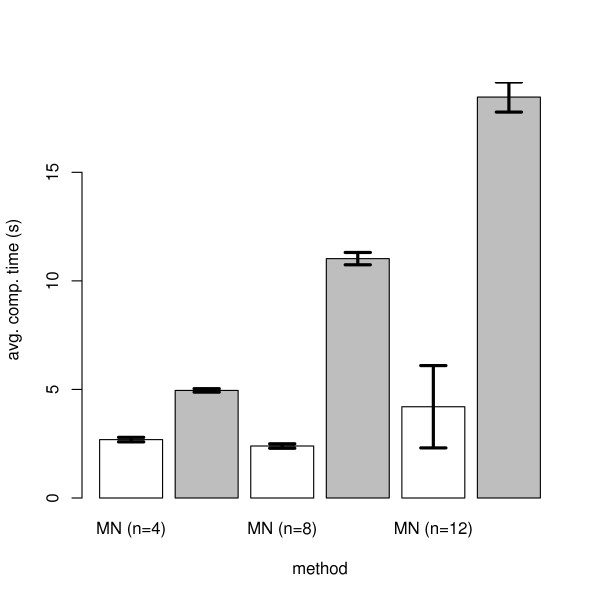
Computation times (s) for the module network (white) and the simulated annealing (gray) approach.

### Application to RNAi Data from Human ER-*α *pathway

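MCF-7 cells, an estrogen receptor-positive breast cancer line, were transfected for 42 h with 50 nM siRNA against 1 of 13 genes or with a non-silencing control siRNA. RNA of each knock-down culture and of a control culture was hybridized together on a cDNA array, and a second array carried the same pair with the dyes exchanged. The deposited values cover 30 replicates on 60 arrays, with 4 replicates for GDF15, 3 each for CCNG2 and STC2, and 2 for each of the other 10 genes. The value table holds 1 log ratio per clone and array for 26629 clones, made by the authors with a variance stabilization transformation, and states neither the base of the logarithm nor the direction. Read as log2, the number of clones changed at least 1.5-fold equalled the count in Table 1 in 13 of 13 knock-downs, and read as natural log in 0 of 13, so the values were taken as log2. Direction was taken as siRNA over control on every array, which is not stated, because the clones of CCNG2, DDR1, GDF15, STC2 and XBP1 lay below 0 in their own knock-down both with the siRNA culture in Cy3 and with it in Cy5. Of 1597740 entries, 109 had a size of 10 or more while the next largest was 5.33. These were taken to have lost their decimal point and were divided by 10 or 100. The arrays of a replicate correlated below 0 across clones in 20 of 30 replicates, and a dye term passed a false discovery rate of 10% in 14701 of the clones (55.2%). A dye effect of equal size on both arrays cancels in the mean of a dye-swapped pair, so both arrays of a replicate were averaged. Among the dye-swapped arrays, 16 of 435 pairs correlated below -0.3 (lowest -0.458), and the lowest correlation among forward arrays was -0.289. The labels state the dyes and silencing different genes can have opposed effects, so the direction was kept. The mean ratio of each knock-down was tested against 0 with limma, with Benjamini-Hochberg adjustment within each knock-down. All 30 replicates entered 1 fit and share 1 estimate of the spread per clone. The median spread of an array's ratios ran from 0.112 for BCL2 to 0.249 for AKT2 (scaled median absolute deviation). A shared estimate can make p too large where ratios spread little and too small where they spread widely. The array annotation gave 1 gene symbol for 20976 clones, several for 848 and none for 4805, and clones with the same single symbol were averaged to 12483 genes. The number of arrays limits the precision of every value.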

We applied the module network to infer the complete topology for a network of 13 silenced genes (Table 1) in the ER-*α *pathway. The 13 genes were selected from previous microarray studies in our department to be influenced by ER status in breast cancer patients. Each of the 13 genes was silenced individually using two different siRNAs, and the effect on gene expression was studied on whole genome cDNA microarrays. 

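After silencing of ESR1, which encodes the estrogen receptor alpha, 1028 clones passed a false discovery rate of 10% in limma, 547 higher and 481 lower, and 667 genes did (346 higher, 321 lower). The count of clones was 183 without replicate 1 and 1389 without replicate 2. It was 421 with arrays as replicates, 268 after scaling all arrays to 1 spread (100 higher, 168 lower) and 41 with the knock-down fitted alone with arrays as replicates, or 357 when this fit had its own dye term, which was chosen after the values were seen. Of 35 measured estrogen-induced genes, from a list fixed before the data were examined, 20 were lower and 0 were higher (23 lower when adjusted over the list alone), and 15 did not pass. The median log2 ratio of the list was -0.29 (adjusted p = 2.93e-08 from fry, n = 2). The p of fry tests whether the members of a list move, on balance, one way, and its mixed p whether they change in either direction, and neither compares them with other genes. Without replicate 1 or 2 the adjusted p of this list was 2.75e-05 or 3.2e-06. SLC7A5, an amino acid transporter, had a log2 ratio of -1.14 (standard error 0.103, adjusted p = 1.22e-06 from limma, n = 2). The chemokine CXCL12 fell by 0.37 (adjusted p = 3.38e-05) and TPBG by 0.48 (adjusted p = 0.000383). Chosen after their values were seen, PGR was at -0.40 (adjusted p = 0.0136) and CCND1 at -0.44 (adjusted p = 0.0456), neither of which passed without replicate 1 (-0.38 and -0.31), while TFF1 at 0.01 (adjusted p = 0.962) and PDZK1 at -0.01 (adjusted p = 0.974) showed no difference. Of 25 proliferation genes, 16 were lower and 0 higher (18 lower when adjusted over the list alone), with a median of -0.26 (adjusted p = 3.38e-06 from fry, n = 2, and 0.00287 without replicate 1). FEN1, a DNA replication enzyme, was at -0.71 (adjusted p = 1.67e-05) and HJURP, a centromere protein, at -0.69 (adjusted p = 6.92e-06). The cholesterol and fatty acid synthesis list went down as well (adjusted p = 0.0248 from fry, n = 2), with 1 of 19 members past 10%, the elongase ELOVL5 at -0.59. Without replicate 2 the adjusted p of this list was 0.18. Among the genes that rose, the proapoptotic BAK1 reached 0.66 (standard error 0.069, adjusted p = 6.92e-06), the linker histone H1-2 0.71 (adjusted p = 2.68e-05) and the p53 effector PERP 0.68 (adjusted p = 0.0369), which did not pass without replicate 1 (0.66) or replicate 2 (0.69).

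**Figure D1:**
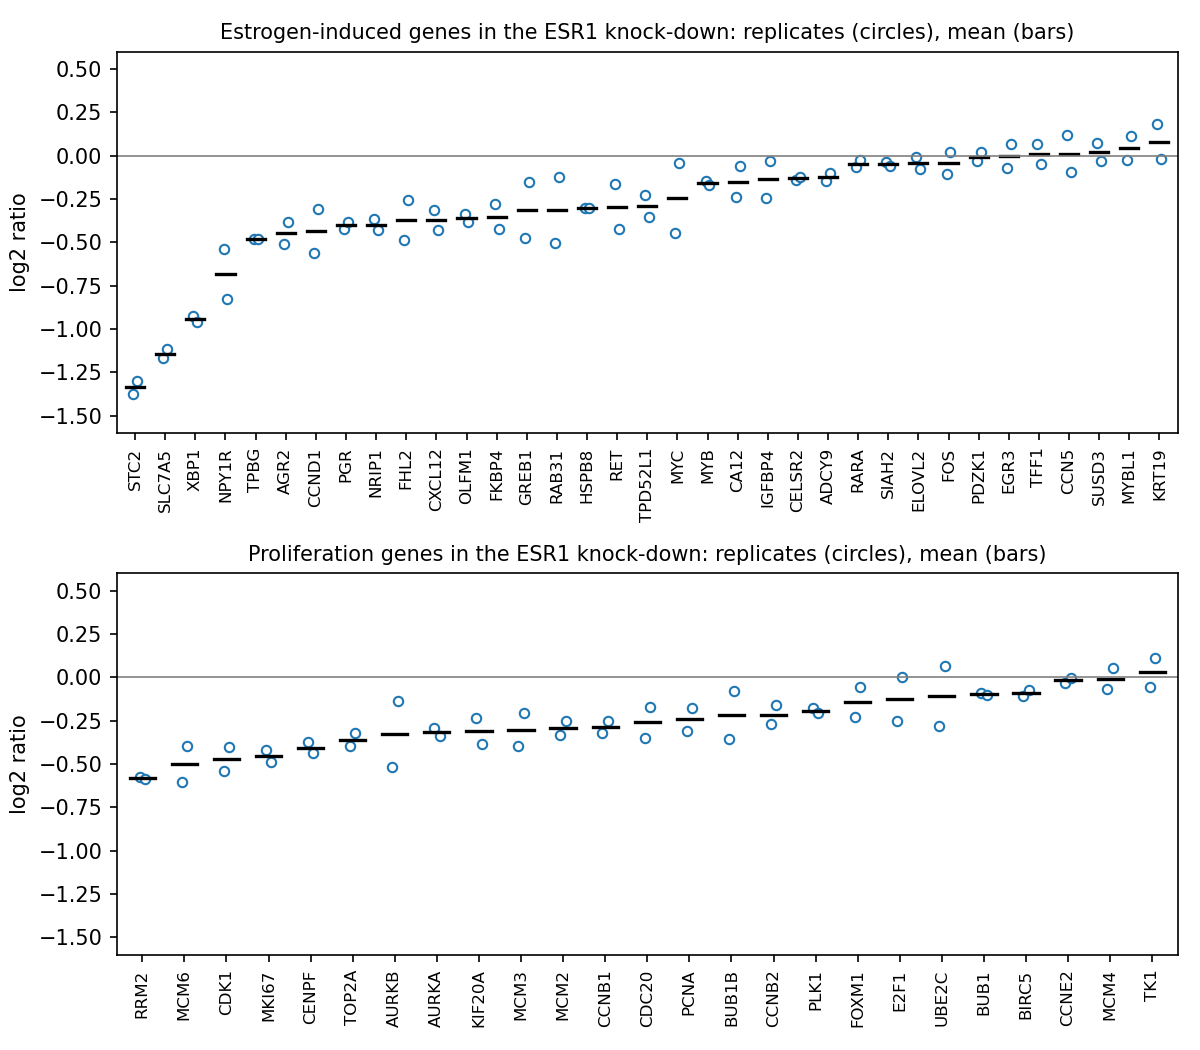
Log2 ratio of siRNA over control siRNA in the ESR1 knock-down (y axis) for the measured estrogen-induced genes (top) and proliferation genes (bottom), with circles for the 2 replicates and bars for the mean. SLC7A5 at -1.14 and STC2 at -1.34 are the lowest estrogen-induced genes, and TFF1 and PDZK1 stay near 0.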

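FOXA1 encodes a pioneer factor that opens estrogen receptor binding sites. Its silencing moved 225 clones past 10% in limma (99 higher, 126 lower), 46 without replicate 1 and 15 without replicate 2, and 84 genes. Both the count and its split depended on the processing, with 1730 clones after scaling of the arrays (538 higher, 1192 lower), 393 with median centring (106 higher, 287 lower), 48 with arrays as replicates, and 72 with the knock-down fitted alone or 52 with its own dye term. ASS1 rose by 1.34 on the log2 scale (standard error 0.174, adjusted p = 0.000321 from limma, n = 2), with 0.68 and 2.01 in the replicates. KLK6 at 0.81 (adjusted p = 0.000233), KRT13 at 0.58 (adjusted p = 0.0202) and LAMB3 at 0.48 (adjusted p = 0.000751) also rose, as did CYP1B1 at 0.78 (adjusted p = 0.0186). Without replicate 2 none of these 5 passed (0.68, 0.605, 0.44, 0.375 and 0.79 in this order), and without replicate 1 KRT13 (0.72) and CYP1B1 (0.78) did not. The luminal epithelial markers went down, with 3 of 13 members past 10% (adjusted p = 0.0757 from fry, n = 2), 1 of which is FOXA1. Without FOXA1 the list did not pass (adjusted p = 0.241 from fry, n = 2), with a median of -0.05 against -0.06 with it, 2 of 12 members past 10% and a mixed adjusted p of 5.03e-05. FOXO targets and insulin signalling genes (adjusted p = 0.0248), interferon-response genes (adjusted p = 0.0248) and ribosomal protein genes (adjusted p = 0.086) went up with 1, 1 and 0 members past 10%. Without replicate 2 none of these 4 lists passed in fry, with adjusted p from 0.143 to 0.209. After silencing of XBP1, a transcription factor of the unfolded protein response, 1261 clones had an unadjusted p under 0.05, where evenly spread p-values would give 1331. After scaling of the arrays 119 passed 10% in limma (14 higher, 105 lower). Without scaling 2 clones passed, both lower. On the gene level these were LYAR at -0.52 and TRUB1 at -0.345 (adjusted p = 0.0633 each), and neither passed without replicate 1 (-0.38 and -0.365), nor TRUB1 without replicate 2 (-0.325). None of 19 unfolded protein response and secretory pathway genes passed 10% in limma (0 when adjusted over the list alone), and the list did not go 1 way past 10% (adjusted p = 0.254 from fry, n = 2), while its mixed adjusted p was 0.0734. RNA interference machinery genes went down (adjusted p = 0.086) with 0 of 12 members past 10%, and 0.488 without replicate 1. Silencing of the receptor kinase DDR1 changed 1 clone, that of DDR1 itself (11 after scaling, 3 fitted alone and 0 with its own dye term), and 512 clones had an unadjusted p under 0.05. STC2 (-0.70) and XBP1 (-0.48) were low here, as in nearly every other knock-down. Both are on the estrogen-induced list, and XBP1 is on the luminal list. After silencing of BCL2 they were at -0.61 and -0.63, and after AKT2 at -1.27 and -0.79. The lists were not tested without them in these knock-downs. After silencing of DDR1 the estrogen-induced list had a median of -0.048. Estrogen-induced genes went down on balance (adjusted p = 0.0461 from fry, n = 2, and 0.216 without replicate 1), with 0 of 35 members past 10%. For GPR30, a membrane receptor that responds to estrogen, 237 clones passed 10% in limma (180 higher, 57 lower), although its replicates did not correlate across clones (r = -0.089), and the count was 936 without replicate 1 and 740 without replicate 2. With arrays as replicates it was 83, after scaling 85, with the knock-down fitted alone 0, and with its own dye term 2. HJURP was at -0.495 (adjusted p = 0.00558) and FEN1 at -0.42 (adjusted p = 0.0183), and TTC9C rose to 0.49 (adjusted p = 0.00281). RIMKLB had the largest decrease at -1.23, from -2.45 in 1 replicate and -0.01 in the other. Interferon-response genes (adjusted p = 0.0248), heat shock genes (adjusted p = 0.073) and p53 targets (adjusted p = 0.0757) went up, and without replicate 1 none of these passed in fry (0.248, 0.312 and 0.803). The cell cycle inhibitor CDKN1A, a p53 target, was at 0.41 (adjusted p = 0.0165).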

The data were generated in our department, details on the data generation and preprocessing steps are described in Section "Methods".

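The most clones past 10% in the joint fit followed silencing of AKT2, CCNG2 and STC2, and most changes were small. CCNG2 and STC2 had 3 replicates, where AKT2 and most others had 2. The order depends on the measure and on the processing. After scaling of the arrays FOXA1 had 1730 clones past 10% and AKT2 0. ESR1 had the most clones changed at least 1.5-fold, 45 against 33 for AKT2, 10 for CCNG2 and 18 for STC2. After silencing of AKT2, a kinase of insulin and growth factor signalling, 4362 clones passed 10% in limma (2296 higher, 2066 lower) with a median size of 0.255 on the log2 scale, and 402 did without replicate 2 and 2340 without replicate 1. The AKT2 arrays had a wide spread of ratios (scaled median absolute deviation 0.191 to 0.292, against a median of 0.161 over all arrays), and after scaling all arrays to 1 spread 0 of these clones passed, as when the knock-down was fitted alone with arrays as replicates. In the joint fit with arrays as replicates 1251 passed, and 2279 with the knock-down fitted alone with its own dye term, chosen after the values were seen. Heat shock proteins and cochaperones went down, with 6 of 12 lower and 0 higher (8 lower when adjusted over the list alone, adjusted p = 0.00326 from fry, n = 2, and 0.0837 without replicate 2). The lists were not tested after scaling of the arrays or with the knock-down fitted alone. HSPA8, a chaperone, had a log2 ratio of -0.63 (standard error 0.119, adjusted p = 0.00569 from limma, n = 2). UGDH was at -0.93 (adjusted p = 0.00204) and KPNA2, a nuclear import factor, at -0.74 (adjusted p = 0.0015), and GANAB rose by 0.69 (adjusted p = 0.0509). UGDH did not pass without replicate 2 (-0.53), nor GANAB without replicate 1 (0.65) or replicate 2 (0.72). Estrogen-induced genes (10 of 35 lower and 2 higher, adjusted p = 0.0275), interferon-response genes (0.0248), luminal markers (0.086) and ribosomal protein genes (0.086) also went down in fry, and without replicate 2 their adjusted p was 0.655, 0.287, 0.697 and 0.977. Proliferation genes (7 of 25 lower, adjusted p = 0.0248) and unfolded protein response and secretory pathway genes (5 of 19 lower and 1 higher, adjusted p = 0.0295) went down too, and did not pass when either replicate was left out (0.12 and 0.129, and 0.117 and 0.166). FOXO targets and insulin signalling genes, which AKT kinases control, did not move past 10% (adjusted p = 0.761 from fry, n = 2). A direct test by limma of the difference between the effects of AKT1 and AKT2 passed 10% for 0 clones. Their unlike counts of clones therefore do not show that their effects differ. Silencing of CCNG2, an atypical cyclin, moved 3183 clones (1392 higher, 1791 lower, median size 0.203), and from 730 without replicate 2 to 2033 without replicate 1, with 1454 for arrays as replicates and 1578 for the knock-down fitted alone. With median centring 897 were higher and 2108 lower. MELK, a mitotic kinase, was at -0.54 (standard error 0.061, adjusted p = 1.98e-05 from limma, n = 3), CAB39 at -0.68 (adjusted p = 0.000201), and WIPI2, an autophagy protein, at 0.63 (adjusted p = 2.61e-05). Of 19 unfolded protein response and secretory pathway genes 5 were lower and 0 higher (adjusted p = 0.0312 from fry, n = 3, and 0.129 without replicate 2), with the retrotranslocation factor DERL1 at -0.49 (adjusted p = 0.00207). Of 25 proliferation genes 5 were lower (adjusted p = 0.086, and 0.121 to 0.333 with 1 replicate left out).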

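After silencing of STC2, a secreted glycoprotein induced by estrogen, 3114 clones passed 10% in limma (919 higher, 2195 lower), 798 without replicate 2 and 3161 without replicate 1. The count was 1280 with arrays as replicates, 939 with the knock-down fitted alone, and, by alternatives chosen after the values were seen, 1447 with its own dye term and 1930 with the dye profile regressed out. EEF1A1 rose by 0.57 (adjusted p = 0.00867 from limma, n = 3) and BEX5 by 0.53 (adjusted p = 0.00152), and H4C3, a histone, was at -0.77 (adjusted p = 0.00152) and NFKBIA at -0.47 (adjusted p = 0.00814). Interferon-response genes went up (adjusted p = 0.0402 from fry, n = 3, and 0.128 without replicate 2), with 2 of 15 past 10%. Heat shock genes (2 higher and 1 lower of 12) and p53 targets (4 higher and 2 lower of 16) went up and cholesterol and fatty acid synthesis genes (1 higher and 3 lower of 19) down, each with an adjusted p of 0.086, and without replicate 1 or 2 these reached 0.363, 0.422 and 0.317. For GDF15, a cytokine and p53 target, 198 clones passed (48 higher, 150 lower). This count rests on few replicates, since it was 1 without replicate 3 and 547 without replicate 2, and it was 14 with arrays as replicates, 31 after scaling (4 higher, 27 lower), 2 with the knock-down fitted alone and 3 with its own dye term. Of 16 p53 targets 2 were lower and 0 higher (4 when adjusted over the list alone, adjusted p = 0.0248 from fry, n = 4, and 0.0986 without replicate 4), GDF15 itself and ZMAT3 at -0.165. Without GDF15 the list did not pass (adjusted p = 0.277 from fry, n = 4), with a median of -0.01 against -0.04 with it, 1 of 15 members past 10% and a mixed adjusted p of 0.0506. CHMP5 was at -0.455 (standard error 0.07, adjusted p = 0.00734 from limma, n = 4) and PFDN4, a prefoldin subunit, at -0.38 (adjusted p = 0.0117). Without replicate 4 CHMP5 (-0.38), PFDN4 (-0.36) and ZMAT3 (-0.147) did not pass, and without replicate 3 PFDN4 (-0.29) and ZMAT3 (-0.14) did not. Unfolded protein response genes (adjusted p = 0.073), ribosomal protein genes (0.086) and RNA interference genes (0.086) went down in fry, and without replicate 4 the first and second were at 0.392 and 0.284, and without replicate 2 the RNA interference genes at 0.241. After silencing of LOC120224, 17 clones passed 10% in limma (7 higher, 10 lower), 121 without replicate 2, and 3482 had an unadjusted p under 0.05. With arrays as replicates 0 passed, as with the knock-down fitted alone, while 1153 passed with its own dye term. Only TMEM45B passed on the gene level. Interferon-response genes went down (adjusted p = 0.0289 from fry, n = 2, and 0.442 without replicate 1) with 0 of 15 members past 10%. For AKT1, 1 clone passed in limma, 1257 had an unadjusted p under 0.05, and 43 passed without replicate 2, 13 without replicate 1, 0 with the knock-down fitted alone and 5 with its own dye term. For BCL2, an apoptosis inhibitor, 0 clones passed in limma and 602 had an unadjusted p under 0.05, with 16 past 10% without replicate 1, 5 without replicate 2, 4 with arrays as replicates, 186 after scaling (40 higher, 146 lower) and 18 with its own dye term. Luminal markers (adjusted p = 0.0737 from fry, n = 2, and 0.516 without replicate 2) and estrogen-induced genes (adjusted p = 0.086, and 0.321 without replicate 1) went down in this knock-down with 0 members past 10%. For HSPB8, a small heat shock protein, 0 clones passed in limma, 993 had an unadjusted p under 0.05, and 10 passed without either replicate and 1 after scaling. Of the other lists, the BCL2 family and caspase genes and the markers of other cell types went 1 way past 10% in fry in 0 of the 13 knock-downs. By the mixed adjusted p of fry the markers passed in 0 as well, and the BCL2 family and caspase genes passed after silencing of ESR1 (1.24e-12), STC2 (1.11e-07), CCNG2 (0.000392), AKT2 (0.000624), GDF15 (0.00971) and FOXA1 (0.0512), with 1, 3, 4, 3, 0 and 0 of 18 members past 10%.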

**Table 1:** Differential genes in complete dataset and among E-genes: The first column shows the number of all genes with Benjamini-Hochberg false discovery rate [8] ≤ 10%; the second column the number of all genes with at least 1.5-fold disregulation; the third column the number of all genes with *f*_1_-density > 1 (effected genes). The last two columns show statistics among the selected E-genes (see Methods Section): the number of E-genes with false discovery rate ≤ 10% and with *f*_1_-density > 1

**Gene**	*fdr *≤ 10%	≥ 1.5-**fold disreg**.	*f*_1 _> 1	*fdr *≤ 10%(**E-genes**)	*f*_1 _> 1(**E-genes**)
AKT1	3	5	511	3	26
AKT2	2276	33	2278	63	63
BCL2	18	6	525	4	29
CCNG2	2904	10	2904	59	59
DDR1	0	2	217	0	23
ESR1	357	45	746	59	64
FOXA1	53	17	530	24	35
GDF15	3	2	298	3	26
GPR30	2	20	191	2	14
HSPB8	0	1	284	0	4
LOC120224	1141	3	1516	24	27
STC2	1447	18	1609	14	15
XPB1	3	4	642	3	46

We found several known interdependencies between E- and S-genes as well as among S-genes by an intensive literature screen. The corresponding information was obtained from the Ingenuity™ software and can be visualized in form of a interdependency graph (Figure 7a). It represents some prior knowledge, which can be used for the network inference with our module networks algorithm via the regularization technique (c.f. Section "Regularization").

**Figure 7:**
Interdepencencies of 13 genes in the ER-*α *pathway drawn as transitvely reduced graphs: a) literature knowledge (Ingenuity™), b) inferred without prior knowledge, c) inferred with prior knowledge on some E-gene – S-gene connections, d) inferred with additional knowledge from a). Figure b) – d) only show edges, which where found in more than 50% of all bootstrap sets. The corresponding fraction is reported at each edge.

We considered 3 situations for the network inference: 1. no prior knowledge (complete trust in data), 2. inclusion of known interdependencies between E- and S-genes (Table 2): For known interdependencies we set *P*(*θ*_*i *_= *j*|Φ) = 1 and* P*(*θ*_*i *_≠ *j*|Φ) = 0, while otherwise we have a uniform prior *P*(*θ*_*i *_= *j*|Φ) = 1n
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacH8akY=wiFfYdH8Gipec8Eeeu0xXdbba9frFj0=OqFfea0dXdd9vqai=hGuQ8kuc9pgc9s8qqaq=dirpe0xb9q8qiLsFr0=vr0=vr0dc8meaabaqaciaacaGaaeqabaqabeGadaaakeaadaWcaaqaaiabigdaXaqaaiabd6gaUbaaaaa@2F11@. In case of several interdependencies for one E-gene *P*(*θ*_*i *_= *j*|Φ) is rescaled appropriately. 

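Of the E-genes with a known link, XBP1 has 1 clone on the array and it was among the 103 E-genes, while ARL6IP1, the current symbol of ARL6IP, has no clone with that single symbol. The prior therefore acts on 1 E-gene in these data. XBP1 passed 10% in 3 other knock-downs, at -0.79 after silencing of AKT2 (standard error 0.217, adjusted p = 0.029 from limma, n = 2), at -0.94 after ESR1 (adjusted p = 0.0151 from limma, n = 2) and at -1.74 after FOXA1 (adjusted p = 0.000235 from limma, n = 2). It no longer passed after ESR1 without replicate 1 (-0.96) or replicate 2 (-0.93), or after AKT2 without replicate 2 (-0.32). With the prior, 8 edges were found in more than 50% of the bootstrap samples, as many as without it.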

3. additional inclusion of literature knowledge for interdependencies between S-genes with parameter *λ *chosen from the set {10^2^,10^1^,..., 10^-2^} via the AIC criterion (c.f. Section "Regularization"). The prior for the network structure  is chosen such that  = 1, if an interaction between S-gene *i *and S-gene *j *is known and  = 0.25 otherwise. That means missing a known interdependency is punished more than introducing an edge where nothing is known.

**Table 2:** Known interdependencies between S-genes and E-genes

**S-gene**	**E-gene**
*AKT*1	*ARL6IP, XBP*1
*AKT2*	*ARL6IP, XBP*1
*CCNG2*	*ARL6IP, XBP*1
*ESR*1	*ARL6IP, XBP*1

To ensure the statistical stability of the inferred network we employed bootstrapping: We sampled *m *E-genes from the total set of E-genes 50 times with replacement and each time ran the module network for topology induction. 

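With 50 bootstrap samples of the 103 E-genes and no prior, 8 edges were found in more than 50% of the samples. Besides those among ESR1, AKT2 and CCNG2, they led from AKT2, CCNG2 and ESR1 to GDF15 (shares of 0.96, 0.94 and 0.9), from FOXA1 to STC2 (0.56) and from GPR30 to AKT1 (0.64). The networks counted here are transitively closed, so edges implied by others are included, while the paper draws reduced graphs. ESR1 to CCNG2, AKT2 to GDF15 and ESR1 to GDF15 are implied by ESR1 to AKT2, AKT2 to CCNG2 and CCNG2 to GDF15. Without replicate 1 of every knock-down only CCNG2 to GDF15 of these 8 was found, and without replicate 2 only AKT2 to CCNG2 and the edges to GDF15 were. With each knock-down fitted alone with its own dye term, a fit chosen after the values were seen, an edge led from AKT1 to GPR30 in place of the opposite one. On simulated E-genes of a cascade, the same search found 43 of 75 true edges in 5 networks and 2 false ones. Their p-values were drawn and scored with the same β, which was below those of the data.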

At the end we only considered edges, which were found in more than 50% of all bootstrap trials.

Figure 7b–d) shows our obtained networks drawn as transitively reduced graphs for these three scenarios: As seen, a common motif in all three networks was the dependency cascade *ESR*1 → *AKT*2 → *CCNG*2 → *FOXA*1, which was found with high consistency and was also in agreement with the literature network (Figure 7a). 

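In the deposited data, ESR1 to AKT2 was found in a share of 0.68 of the bootstrap samples without prior and 0.74 with it, AKT2 to CCNG2 in 0.98 and 0.98, and ESR1 to CCNG2 in 0.68 and 0.74. CCNG2 to FOXA1 was found in 0.02 of them with and without the prior. When replicate 1 or replicate 2 of every knock-down was left out, ESR1 to AKT2 was found in 0 of the samples, and AKT2 to CCNG2 in 0.44 and 0.9. These shares come from the joint fit of all knock-downs. With arrays as replicates ESR1 to AKT2 had a share of 0.2 and AKT2 to CCNG2 of 0.8. With each knock-down fitted alone with arrays as replicates they had 0.24 and 0. Natural log gave 0.02 and 0.64, and beta at most 100 gave 0.28 and 0.96. Median centring gave 0.76 and 0.86, the replicate block 0.7 and 1, and the nem 2.0.0 search 0.66 and 1. The network was not run after scaling of the arrays, where 0 clones passed 10% for AKT2. Each knock-down was also fitted alone with its own dye term, chosen after the values were seen. CCNG2 to FOXA1 then had a share of 0.12 without prior, or 0.42 with the nem 2.0.0 search. This fit gave 94 E-genes, as in the paper. Its counts of E-genes with f1 above 1 equalled Table 1 in 13 of 13 knock-downs. Its E-genes included 5 of the 69 measured genes of the paper's list. An edge from CCNG2 to FOXA1 would need the E-genes of FOXA1 to lie among those of CCNG2. The paper's networks place AKT2 below ESR1, CCNG2 below AKT2 and FOXA1 below CCNG2.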

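The arrays also measure the targeted genes themselves in every knock-down. ESR1 was lower after silencing of AKT2 (-0.275, standard error 0.064, adjusted p = 0.0146 from limma, n = 2), of CCNG2 (-0.21, adjusted p = 0.0162 from limma, n = 3) and of FOXA1 (-0.275, adjusted p = 0.065 from limma, n = 2), and below 0 in 11 of the 12 other knock-downs. These calls ended without replicate 2 of AKT2 (-0.22), without replicate 2 (-0.20) or 3 (-0.19) of CCNG2, and without replicate 1 (-0.31) or 2 (-0.24) of FOXA1. FOXA1 was at -0.20 after silencing of AKT2 (adjusted p = 0.0885 from limma, n = 2), and did not pass without replicate 1 (-0.28) or 2 (-0.11). HSPB8 was at -0.30 after silencing of ESR1 (adjusted p = 0.0289 from limma, n = 2) and did not pass when either replicate was left out (-0.30 each). STC2 was below 0 in all 12 other knock-downs and passed 10% after silencing of AKT2 (-1.27, adjusted p = 0.00153 from limma, n = 2), CCNG2 (-0.52, adjusted p = 0.0453 from limma, n = 3), ESR1 (-1.34, adjusted p = 0.000278 from limma, n = 2) and FOXA1 (-1.34, adjusted p = 0.00131 from limma, n = 2). Its call ended without any of the replicates of CCNG2 (-0.45 to -0.57) and without replicate 2 of FOXA1 (-1.30). FOXA1 was below 0 in 11 of the 12 other knock-downs and HSPB8 in 10. Since STC2, XBP1, ESR1, FOXA1 and HSPB8 lie below 0 in most knock-downs, an effect of the control siRNA or of the control cultures is not excluded for them. GDF15 was at -0.79 after silencing of FOXA1 (adjusted p = 0.00682 from limma, n = 2) and did not pass without replicate 1 (-0.70) or 2 (-0.88). It was at -0.37 after silencing of STC2 (adjusted p = 0.0434 from limma, n = 3) and did not pass without replicate 1 (-0.27) or 2 (-0.29). CCNG2 was higher after silencing of STC2 (0.31, adjusted p = 0.0414 from limma, n = 3), but not past 10% without replicate 1 (0.12). GPER1 was higher after silencing of ESR1 (0.26, adjusted p = 0.0961 from limma, n = 2) and did not pass without replicate 1 (0.24) or 2 (0.28), or with library plate means removed (0.18).

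**Figure D2:**
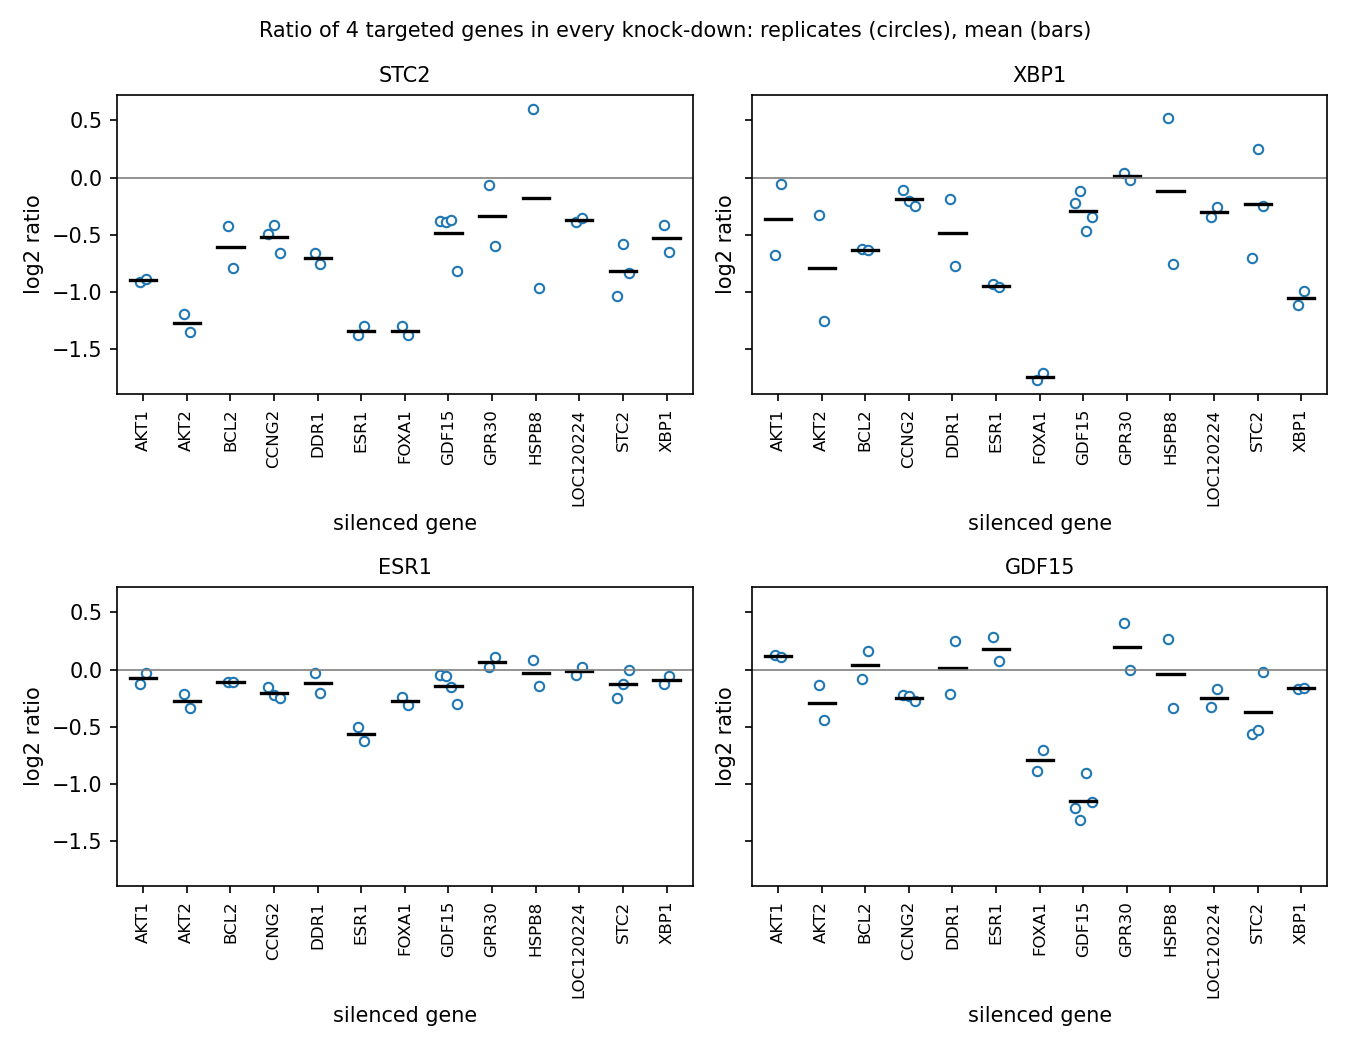
Log2 ratio of siRNA over control siRNA (y axis) of STC2, XBP1, ESR1 and GDF15 in each of the 13 knock-downs (x axis), with circles for replicates and bars for means. STC2 lies below 0 in every mean and XBP1 is lowest after silencing of FOXA1 (-1.74).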

A little bit more astonishing was the dependency of *AKT*1 from either *FOX A*1 or *XPB*1, which did, however, fit well to our data (c.f. Figure 8). 

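FOXA1 to AKT1 was found in a share of 0.42 of the bootstrap samples without prior and 0.36 with it, and XBP1 to AKT1 in 0 and 0.04. The share of FOXA1 to AKT1 was 0.22 without replicate 1 and 0 without replicate 2. AKT2 to AKT1 and ESR1 to AKT1 had shares of 0.42 each. AKT1 was affected on 15 E-genes by f1 above 1, but 0 E-genes passed 10% in limma in this knock-down. Of these 15, 8 were also affected after silencing of FOXA1, where independent lists would share 4.5, and 8 of the 8 moved in the same direction. With XBP1 they shared 1, where independent lists would share 2.3. With GPR30 they shared 7 of its 22, where independent lists would share 3.2. An effect of the control siRNA or of the control cultures, which is not excluded, would also give shared E-genes of 1 direction.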

The rest of the pathway reconstruction varied slightly among our three scenarios, but was in agreement with the data as well as with the literature.

**Figure 8:**
Heatmap showing the secondary effects of individual knock-downs (columns) on E-genes (rows) as log-*f*_1 _density (cutoff 0, darker = stronger effect). Our method tries to resolve the nested structure of these secondary effects.

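The nesting was counted on the 103 E-genes. ESR1 affected 54 E-genes and AKT2 57, and 34 were affected in both, all 34 in the same direction, where independent lists of these sizes would share 29.9. AKT2 and CCNG2 shared 37 of the 43 E-genes of CCNG2 (86%), where independent lists would share 23.8, and 36 of the 37 moved the same way. CCNG2 and FOXA1 shared 15 of the 31 E-genes of FOXA1 (48.4%), where independent lists would share 12.9, with 12 in the same direction. FOXA1 and STC2 shared 11 of the 15 E-genes of STC2 (73.3%), where independent lists would share 4.5. The E-genes were chosen for a change in at least 1 knock-down, so these shares do not hold for all clones. Some E-genes, such as STC2, FEN1, HJURP and BRIP1, had 1 sign in at least 12 of the 13 knock-downs. An effect of the control siRNA or of the control cultures, which is not excluded, would also give shared E-genes of 1 direction. Over all 26629 clones, the fold changes of AKT2 and CCNG2 correlated with r = 0.173 (covariance 0.00277), of ESR1 and AKT2 with r = -0.028 (covariance -0.000477), and of CCNG2 and FOXA1 with r = 0.019 (covariance 0.000238). These are correlations across clones, which are not independent replicates. Whether the knock-downs share control cultures is not stated. With shared controls and no effect, simulated pairs gave r = 0.411 (covariance 0.00195), r = 0.502 (covariance 0.00289) and r = 0.413 (covariance 0.00197). The effects of these pairs differed in a direct test by limma for 3481 clones between AKT2 and CCNG2, 3206 between ESR1 and AKT2 and 1158 between CCNG2 and FOXA1.

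**Figure D3:**
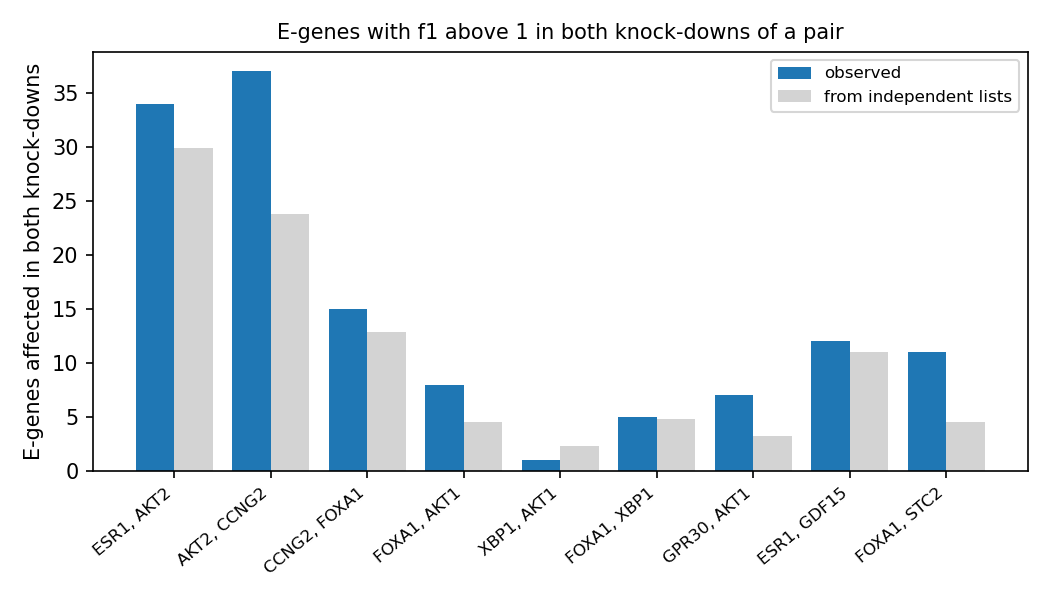
Number of E-genes affected (f1 above 1) in both knock-downs of a pair (y axis) for 9 pairs (x axis), observed in blue and from independent lists of the same sizes in grey. AKT2 and CCNG2 share 37 against 23.8, and CCNG2 and FOXA1 share 15 against 12.9.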

## Conclusion

We proposed a method for reconstructing signaling pathways from secondary effects, which were observed on microarray after silencing genes of interest via RNAi. Our approach systematically extends and generalizes previous work by Markowetz et *al: *An inference scheme was developed, which can deal with *p*-values for differential gene expression and does not rely on discretized data only. Regularization was employed to incorporate prior assumptions on the network architecture into our framework. Finally, new algorithms for large scale inference of signaling pathways were developed and evaluated in a systematic fashion on artificially created data. Thereby, our module network, which recursively build up the complete topology from smaller pieces, revealed the best performance in terms of sensitivity and specificity. We used the module network to infer the signaling pathway for 13 genes in the ER-*α *pathway in human MCF-7 breast cancer cells and used a bootstrapping approach to ensure the statistical stability of the result. The induced edges in our inferred network were found with good consistency and could in many cases be also confirmed by the literature. Future biological experiments are planned to validate our reconstructed network in a systematic way. In conclusion of our results we think that our approach offers a scale-able, reliable and fairly general way for large scale inference of signaling pathways from secondary effects and therefore provides researchers with a valuable tool to gain insight into complex cellular processes.

The code for the module network inference method is available in the latest version of the -*R*-package *nem*, which can be obtained from the Bioconductor homepage (see additional file 3).

## Methods

### RNAi knockdown and microarray experiments

RNAi knock down experiments were conducted on 13 S-genes (Table 1), which were supposedly connected in signaling pathways in human MCF-7 breast cancer cells (ATCC, Manassas, VA). These cells were cultured in Gibco MEM medium with phenol red supplemented with 10% fetal bovine serum (FBS), 50 *μ*g/ml streptomycin, 50 U/ml penicillin, 1% MEM non essential amino acids (100×) and 100 *μ*g/ml insulin bovine (all reagents provided by Invitrogen).

Cells were split every 3–4 days to ensure exponential growth. MCF-7 cells were transiently transfected with at least two different chemically synthesized small interfering (si)RNA (50 nM) against one of the 13 genes in order to minimize off-target effects. Control silencing was done in the same experiment using control (non-silencing) siRNA (50 nM). All used siRNAs were provided by Qiagen (Hilden, Germany). Transfection was performed in antibiotic-free medium according to Qiagen HiPerFect standard transfection protocol. Therefore 1 × 10^4 ^cells/well were seeded onto a 96 well plate 24 h prior to transfection. After preincubation transfection was carried on for 42 h and total RNA was isolated using RNeasy mini prep Kit. Every knock-down experiment was performed in 2–4 independent replicates, and the mRNA level of each targeted gene was measured using qRT-PCR. 

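On the arrays, the targeted gene was the most decreased of 12483 genes in its own knock-down for CCNG2, DDR1, GDF15, STC2 and XBP1. CCNG2 (clone IMAGp998C01311) had a log2 ratio of -1.30 (standard error 0.09, adjusted p = 5.91e-09 from limma, n = 3), which leaves 40.8% of the control level. DDR1 (IMAGp998A09338) was at -1.35 (adjusted p = 2.55e-08 from limma, n = 2) with 39.2% left, and GDF15 (IMAGp998H22207) at -1.15 (adjusted p = 1.75e-07 from limma, n = 4) with 45.2% left. STC2 (IMAGp998A02179) fell by 0.82 on the log2 scale (adjusted p = 0.00805 from limma, n = 3). It was below 0 in the 12 other knock-downs too, with its lowest value after silencing of FOXA1 (-1.34). XBP1 was likewise lower after silencing of FOXA1 (-1.74) than in its own knock-down, so these decreases are not particular to their own siRNA. XBP1 (IMAGp998F21211) was at -1.05 in 2 of 2 replicates (-1.11 and -0.99), with a standard error of 0.217, the largest of the 12 targets measured, and did not pass 10% (adjusted p = 0.198 from limma, n = 2). ESR1 and FOXA1 are each represented by 2 clones that disagree. For ESR1 the clones gave -0.99 and -0.13 and a mean of -0.56 (adjusted p = 1.58e-05 from limma, n = 2), and for FOXA1 -0.93 and 0.005 and a mean of -0.46 (adjusted p = 0.00243 from limma, n = 2), which no longer passed without replicate 1 (-0.40) or replicate 2 (-0.53). TMEM45B, the current symbol of LOC120224, was at -0.37 (adjusted p = 0.0853) and did not pass without replicate 1 (-0.44) or replicate 2 (-0.305). AKT2 was at -0.26 (adjusted p = 0.0153), the mean of -0.60 on the forward and 0.07 on the dye-swapped arrays, and it did not pass without replicate 1 (-0.26) or replicate 2 (-0.27). GPER1, the current symbol of GPR30, was at -0.29 (adjusted p = 0.126) and passed without replicate 2 (-0.51), HSPB8 at -0.12 (adjusted p = 0.998) and BCL2, with 6 clones, at -0.001 (adjusted p = 0.999). No clone with the single symbol AKT1 is on the array, so its silencing cannot be read from these data. Array ratios and qRT-PCR are different assays, and the spots of a cDNA array can also bind related transcripts.

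**Figure D4:**
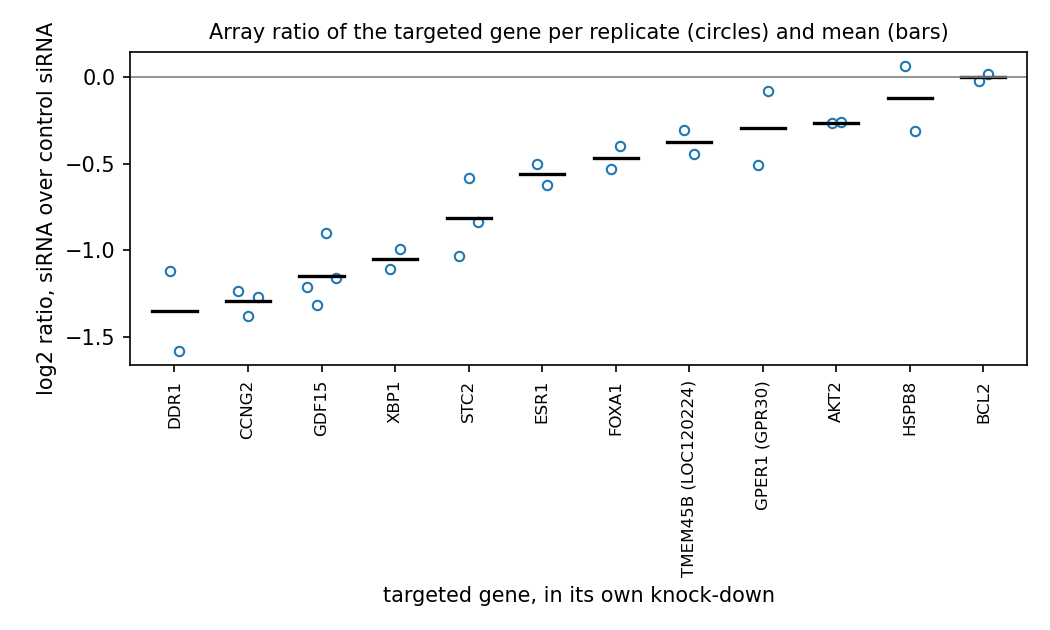
Log2 ratio of siRNA over control siRNA (y axis) of each targeted gene in its own knock-down (x axis), with circles for replicates and bars for means. The means run from -1.35 for DDR1 to -0.001 for BCL2.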

Only experiments showing more than 70% silencing of the mRNA of interest were used for following studies. For global gene expression analysis 2 *μ*g of isolated total RNA was amplified using the Agilent Low RNA Input Fluorescent Linear Amplification Kit and hybridized in dye-swap design on at least 4 (according to number of used replicates) home made whole genome cDNA microarrys containing 37.500 genes from the RZPD Unigene 3.1 clone collection. The complete dataset was submitted to the GEO database (GEO ID: GSE7033). A manuscript describing the biological implication of the data and analysis in more detail is in preparation.

### Data Preprocessing

The microarray data was normalized on probe level using a variance stabilization transformation [21]. We calculated *p*-values for differential gene expression by fitting an empirical Bayes model using the *limma *package in the *R *statistical computing environment [4]. For each knock-down experiment we selected the top 100 ranked genes, which showed an at least 1.5-fold absolute change in expression level in at least one experiment. This gave us *m *= 94 E-genes altogether, which were the basis for our network inference (see additional file 2).

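The same rule applied to the deposited values, with limma's p for the ranks, gave 103 E-genes, of which 91 had 1 gene symbol. They were affected (f1 above 1) in 1 knock-down for 34 of them, in 2 for 15, in 3 for 19, in 4 for 13, in 5 for 11, in 6 for 5, in 7 for 3, in 8 for 1 and in 9 for 2. The count rests on both replicates: 313 were selected without replicate 1 and 270 without replicate 2 of every knock-down. A clone of the histone gene H2BC5 rose in each of the 9 knock-downs where it was affected. It was at 0.851 after silencing of ESR1 and at 0.708 after GPR30. The mean with the gene's other clone was far smaller, so the clones disagree. As the mean of its 2 clones the gene was at 0.425 after silencing of ESR1 (adjusted p = 6.67e-05 from limma, n = 2) and at 0.31 after GPR30 (adjusted p = 0.0125 from limma, n = 2), which did not pass without replicate 2 (0.24). STC2 was affected in 9 knock-downs and lower in each. FEN1 was affected in 8, and the cell cycle regulator CKS1B, HJURP and the DNA repair helicase BRIP1 in 7. CKS1B was at -0.62 after silencing of ESR1 (adjusted p = 3.38e-05 from limma, n = 2) and at -0.33 after AKT2 (adjusted p = 0.0148 from limma, n = 2), which did not pass without replicate 2 (-0.17). BRIP1 was at -0.35 after ESR1 (adjusted p = 0.0174 from limma, n = 2) and did not pass without replicate 1 (-0.24). The E-gene clone of BRIP1 alone was at -0.672 after ESR1, so the clones of this gene differ as well. H2AZ1, CBX3, the calcitonin receptor CALCR and GPRC5A were affected in 6 knock-downs.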

### Generation of Artificial Networks

To get better insights into the performance of our large scale inference methods way we generated data from artificial random networks. This was done as follows: A network topology was created by randomly connecting *n *signaling genes (S-genes) with *q *edges. The number *q *was itself a random number between 1 and 25% of all possible edges. It thus covered extremely sparse up to relatively dense topologies. No loops between a node and itself were allowed. After defining the core topology, the network was transitively closed. Because the Simulated Annealing (SA) method can only deal with Directed Acyclic Graphs (DAGs), in this case we additionally restricted ourselves to randomly generated transitively closed DAGs. After creating the network between S-genes, we attached *m *E-genes uniform randomly over all S-genes. We then simulated knock-downs of the individual S-genes. For the genes effected by the knock-down (E-genes) "*p*-values" from the distribution *f*_1 _were sampled (c.f. Subsection "Our Approach"). For those E-genes, where no effects were expected, the "*p*-values" were drawn uniform randomly from [0,1]. Afterwards, all sampled "*p*-values" were processed by the *f*_1 _density function.

### Implementation

All methods were implemented and computation and testing was performed using the statistical computing environment of *R*. The implementations of our methods have been integrated in the *R *package "Nested Effect Models" (*nem*) together with the original methods by Markowetz *et al*. [2]. The package and source code is publicly available via the Bioconductor repository.

## Authors' contributions

Algorithm development and computational analysis was performed by HF and TB. Biological experiments were carried out by MF and HS with substantial advise by AP. All authors have read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 top25solutionsBoutrosData. 25 highest scoring network structures for the data by Boutros *et al*. Click here for file

Additional file 2 Egenes. list of E-genes used for network inference for our data Click here for file

Additional file 3 nem_2.0.0. *R *package for nested effect models Click here for file

## References

[B1] Boutros M, Agaisse H, Perrimon N (2002). Sequential activation of signaling pathways during innate immune responses in *Drosophila*. Developmental Cell.

[B2] Markowetz F, Bloch J, Spang R (2005). Non-transcriptional pathway features reconstructed from secondary effects of RNA interference. Bioinformatics.

[B3] Tikhonov A, Arsenin V (1977). Solutions of ill-posed problems.

[B4] Smyth G (2004). Linear models and empirical Bayes methods for assessing differential expression in microarray experiments. Statistical Applications in Genetics and Molecular Biology.

[B5] Liao J, Lin Y, Selvanayagam Z, Shih W (2004). A mixture model for estimating the local false discovery rate in DNA microarray analysis. Bioinformatics.

[B6] Pounds S, Morris S (2003). Estimating the occurence of false positives and false negatives in microarray studies by approximating and partitioning the empirical distribution of p-values. Bioinformatics.

[B7] Efron B, Tibshirani R (2002). Empirical Bayes methods and false discovery rates for microarrays. Genetic Epidemiology.

[B8] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate: a Practical and Powerful Approach to Multiple Testing. J Royal Statist Soc.

[B9] Dempster A, Laird N, Rubin D (1977). Maximum likelihood from incomplete data via the EM algorithm. J Royal Statistical Soc Series B.

[B10] Fröhlich H, Fellmann M, Sültmann H, Poustka A, Beissbarth T (2007). Estimating Large Scale Signaling Networks through Nested Effects Models from Intervention Effects in Microarray Data. Proc German Conf on Bioinformatics.

[B11] Schölkopf B, Smola AJ (2002). Learning with Kernels.

[B12] Hastie T, Tibshirani R, Friedman J (2001). The Elements of Statistical Learning.

[B13] Kirkpatrick S, Gelatt CD, Vecchi MP (1983). Optimization by Simulated Annealing. Science.

[B14] Berg B (2004). Markov Chain Monte Carlo Simulations and Their Statistical Analysis.

[B15] Lukashin AV, Fuchs R (2001). Analysis of temporal gene expression profiles: clustering by simulated annealing and determining the optimal number of clusters. Bioinformatics.

[B16] Gonzalez OR, Kuper C, Jung K, Naval J, Prospero C, Mendoza E (2006). Parameter estimation using Simulated Annealing for S-system models of biochemical networks. Bioinformatics.

[B17] Poutre JL, van Leeuwen J (1987). Maintenance of Transitive Closures and Transitive Reductions of Graphs. Tech Rep RUU-CS-87-25, Rijksuniversiteit Utrecht.

[B18] Kaufman L, Rousseeuw P (1990). Finding Groups in Data: An Introduction to Cluster Analysis.

[B19] Rousseeuw P (1987). Silhouettes: a graphical aid to the interpretation and validation of cluster analysis. J Comp and Applied Mathematics.

[B20] Belisle CJP (1992). Convergence theorems for a class of simulated annealing algorithms. J Applied Probability.

[B21] Huber W, Heydebreck A, Sültmann H, Poustka A, Vingron M (2002). Variance Stabilization Applied to Microarray Data Calibration and to the Quantification of Differential Expression. Bioinformatics.

# Supplementary material for: Large scale statistical inference of signaling pathways from RNAi and microarray data
**Source:** BMC Bioinformatics. 2007 Oct 15;8:386. doi: 10.1186/1471-2105-8-386
**Supplement:** Additional file 1 — top25solutionsBoutrosData. 25 highest scoring network structures for the data by Boutros et al.

Probabilistic Models for Gene Silencing Data

Florian Markowetz

Dezember 2005

Dissertation zur Erlangung des Grades
eines Doktors der Naturwissenschaften (Dr. rer. nat.)
am Fachbereich Mathematik und Informatik
der Freien Universität Berlin

1. Referent: Prof. Dr. Martin Vingron
2. Referent: Prof. Dr. Klaus-Robert Müller

Tag der Promotion: 26. April 2006

Preface

Acknowledgements This work was carried out in the *Computational Diagnostics* group of the Department of Computational Molecular Biology at the Max Planck Institute for Molecular Genetics in Berlin. I thank all past and present colleagues for the good working atmosphere and the scientific—and sometimes maybe not so scientific—discussions.

Especially, I am grateful to my supervisor *Rainer Spang* for suggesting the topic, his scientific support, and the opportunity to write this thesis under his guidance. I thank *Michael Boutros* for providing the expression data and for introducing me to the world of RNAi when I visited his lab at the DKFZ in Heidelberg. I thank *Anja von Heydebreck*, *Jörg Schultz*, and *Martin Vingron* for their advice and counsel as members of my PhD committee.

During the time I worked on this thesis, I enjoyed fruitful discussions with many people. In particular, I gratefully acknowledge *Jacques Bloch*, *Steffen Grossmann*, *Achim Tresch*, and *Chen-Hsiang Yeang* for their contributions. Special thanks go to *Viola Gesellchen*, *Britta Koch*, *Stefanie Scheid*, *Stefan Bentink*, *Stefan Haas*, *Dennis Kostka*, and *Stefan Röpcke*, who read drafts of this thesis and greatly improved it by their comments.

Publications Parts of this thesis have been published before. Chapter 2 grew out of lectures I gave in 2005 at the *Institute for Theoretical Physics and Mathematics* (IPM) in Tehran, Iran, and at the *German Conference on Bioinformatics* (GCB), Hamburg, Germany. I thank Prof. Mehrdad Shahshahani (Tehran) and Prof. Stefan Kurtz (Hamburg) for inviting me. Chapter 3 gathers results of two conference papers: the first one at the *Workshop on Distributed Statistical Computing* (DSC 2003) in Vienna, Austria [82], and the second one at the *Conference on Artificial Intelligence and Statistics* (AISTATS), in Barbados, 2005 [81]. Parts of chapter 4 were previously published in the journal *Bioinformatics* [80].

Figures This thesis reproduces three figures from other publications. I thank Prof. Danny Reinberg and Prof. Jules Hoffmann for the friendly permissions to reproduce Fig. 1.1 and Fig. 1.2, respectively. Fig. 1.3 is reproduced with permission from www.ambion.com.

Contents

**Preface**	**i**
**1 Introduction**	**1**
1.1 Signal transduction and gene regulation	1
1.2 Gene silencing by RNA interference	4
1.3 Thesis organization	7
**2 Statistical models of cellular networks**	**9**
2.1 Conditional independence models	9
2.2 Bayesian networks	14
2.3 Score based structure learning	17
2.4 Benchmarking	24
2.5 A roadmap to network reconstruction	25
**3 Inferring transcriptional regulatory networks**	**27**
3.1 Graphical models for interventional data	27
3.2 Ideal interventions and mechanism changes	29
3.3 Pushing interventions at single nodes	32
3.4 Pushing in conditional Gaussian networks	36
**4 Inferring signal transduction pathways**	**45**
4.1 Non-transcriptional modules in signaling pathways	45
4.2 Gene silencing with transcriptional phenotypes	50
4.3 Accuracy and sample size requirements	58
4.4 Application to <i>Drosophila</i> immune response	60
**5 Summary and outlook**	**65**
**Bibliography**	**69**
**Notation and Definitions**	**83**
**Zusammenfassung**	**85**
**Curriculum Vitae**	**87**

Chapter 1

Introduction

This thesis is concerned with signaling pathways leading to regulation of gene expression. I develop methodology to address two problems specific to gene silencing experiments: First, gene perturbation effects cannot be controlled deterministically and have to be modeled stochastically. Second, direct observations of intervention effects on other pathway components are often not available. This first chapter gives a concise background on gene regulation and cell signaling and explains the experimental technique of RNA interference (RNAi). Gene silencing by RNAi has drastically reduced the time required for genome-wide screens for gene function, but no work has been done so far to adapt statistical methodology to the specific needs of RNAi data.

1.1 Signal transduction and gene regulation

The success of genome sequencing projects has led to the identification of almost all the genes responsible for the biological complexity of several organisms. The next important task is to assign a function to each of these genes. Genes do not work in an isolated way. They are connected in highly structured networks of information flow through the cell. Inference of such cellular networks is the main topic of this thesis.

Eukaryotic cells Eukaryotes are organisms with cells containing nuclei, in which the genetic material is organized. Eukaryotes comprise multicellular animals, plants, and fungi as well as unicellular organisms. In contrast, *prokaryotes*, such as bacteria, lack nuclei and other complex cell structures. All cells have a membrane, which envelopes the cell and separates its interior from its environment. Inside the membrane, the salty *cytoplasm* takes up most of the cell volume. The most prominent structure inside the eukaryotic cell is the *nucleus* containing *DNA*, the carrier of genetic information. Deoxyribonucleic acid (DNA) is a *double-helix* formed by two anti-parallel complementary strands composed of the *nucleotides* adenine, guanine, cytosine, and thymine. The double-helix is packaged into a highly organized and compact nucleoprotein structure called *chromatin*. The fundamental dogma of molecular biology is that DNA produces *ribonucleic acid* (RNA) which in turn produces *proteins*. The functional units in the DNA that code for RNA or proteins are called *genes*. The

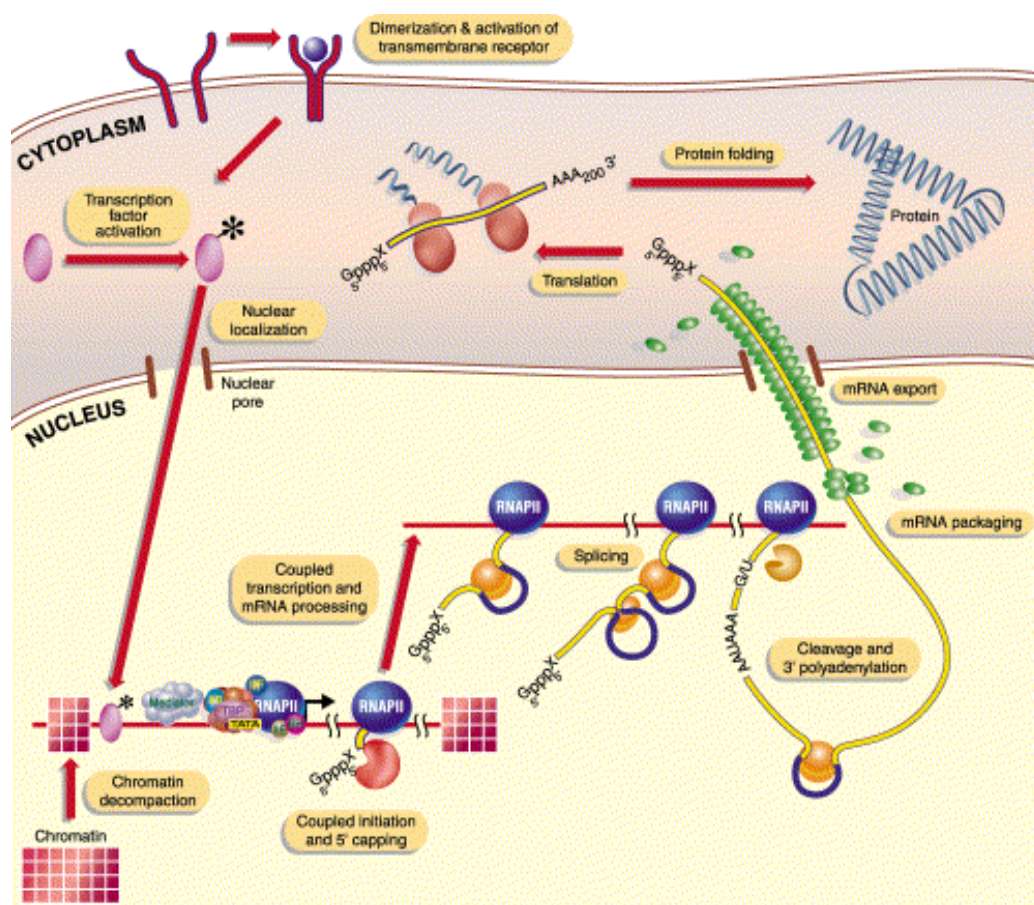

Figure 1.1: *Gene expression in a nutshell.* A protein is produced in response to an external signal. See text for details. Reproduced from [94].

DNA is the same in all cells, but the amount of gene products is not. The diversity of cell types and tissues in complex organisms like humans results from different genes being active.

Gene activity Gene expression is a highly regulated process by which a cell can answer to external signals and adapt to changes in the environment. Fig. 1.1 shows the basic principles of gene expression in eukaryotic cells. In the upper left part of the figure, a signal reaches the cell membrane and is recognized by a *transmembrane receptor*. Binding of a ligand to a receptor initiates an intracellular response. In this way receptors play a unique and important role in cellular communication and signal transduction. In our example, the signal activates a *transcription factor* protein in the cytoplasm. The activated transcription factor enters the cell nucleus and acts on the *promoter region* of a gene in the genome. The promoter region contains the information to turn the gene on or off. Depending on its function the bound transcription factor activates or inhibits gene expression. In the case of an activator, a process called *transcription* is started. A protein called *RNA polymerase II* (RNAP II) starts to copy the information contained in the gene into *messenger RNA* (mRNA).

The nuclear mRNA contains two kinds of regions: *exons*, which are exported from the nucleus as part of the mature mRNA, and *introns*, which are removed from the mature mRNA by a process called *splicing*. The spliced mRNA is transported from the nucleus into the cytoplasm. There it is *translated* into a protein poly-peptide sequence, which then folds into a three-dimensional protein structure.

Fig. 1.1 depicts the expression of a single gene and does not show the influence of other genes and proteins on the expression state. Regulation takes place at all levels, *e.g.*, in signal propagation, in transcription, in translation, and in protein degradation. At each single step many regulatory processes can concur. A transcription factor, for example, can be regulated transcriptionally and non-transcriptionally. Transcriptional regulation means control of the transcription factor mRNA level. Non-transcriptional regulation means controlling the activity level of the transcription factor protein by binding to a ligand, by dissociation of an inhibitor protein, by a protein modification like phosphorylation, or by cleavage of a larger precursor [71]. Of particular interest for this thesis are *transcriptional regulatory networks* and *signal transduction pathways*.

Transcriptional regulatory networks The process described in Fig. 1.1 can be iterated if the protein produced is again a transcription factor, which enters the nucleus and starts to activate or inhibit gene expression of other genes in the genome. Networks of transcription factors and their targets, which again could be transcription factors, are called *transcriptional regulatory networks* or *gene regulatory networks*. Reconstruction of regulatory networks is a prospering field in bioinformatics. This is mainly due to the availability of genome-wide measurements of gene-expression by microarrays, which provide a bird's eye view on gene activity in the cell and promise new insights into regulatory relationships [95, 118, 41].

Signal transduction pathways The second important process is indicated by a single arrow in the upper left corner of Fig. 1.1 leading from the receptor to the activation of a transcription factor. This arrow represents complex biochemical signal transduction pathways, which connect external signals to a transcriptional response. The main steps in signal propagation are protein interactions and modifications that do not act on a transcriptional level. We will explain essential parts of signaling pathways by the example of the *immune deficiency pathway* (Imd), which governs defense reactions against Gram-negative bacteria in *Drosophila melanogaster*. It is related to the mammalian tumor necrosis factor signaling pathways, as it uses structurally and functionally similar components [59]. The Imd pathway will play a central role in the application of the methodology developed in this thesis to a study of *Drosophila* immune response in chapter 4. Fig. 1.2 shows a schematic sketch of this pathway [111].

Immune induction of genes encoding antibacterial peptides like *Diptericins* relies on a transcription factor called Relish. In its inactive state Relish carries inhibitory sequences in the form of several ankyrin repeat domains. To activate Relish, it has to be phosphorylated and then cleaved from these inhibitory domains. Here we see a clear

difference to gene regulatory networks. Relish is not regulated on a transcriptional level, it just changes from an inactive into an active form, while the total amount of protein stays the same. This principle is often found in biology and ensures a quick response of the cell to a stimulus. Many pathway components mediating between

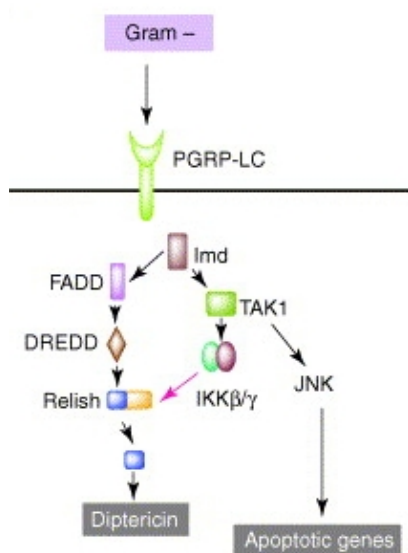

Figure 1.2: *The Imd pathway in Drosophila. Reproduced from [111]*

the receptor at the cell membrane and activation of Relish are known. The phosphorylation of Relish before proteolytic cleavage is mediated by the IKK complex, which can directly phosphorylate Relish *in vitro*. TAK1 is a candidate for activation of the signalosome-equivalent IKK β -IKK γ . IMD is a partner of an extensive receptor-adaptor complex, which detects infection by Gram-negative pathogens [111]. However, the precise roles of pathway components are often unknown and the object of intense research at present. Fig 1.2 also shows that signaling cascades form cycles and forks, and that different pathways may be connected by sharing components. Boutros *et al.* [12] found a fork in the signaling pathway below TAK1 leading to a Relish-independent response of cytoskeletal regulators via the JNK-pathway.

Cellular signaling pathways regulate essential processes in living cells. In many cases, alterations of these molecular mechanisms cause serious diseases including cancer. Understanding the organization of signaling pathways is hence a principal problem in modern biology. The next section describes RNA interference, which can be used in genome-wide screens to identify new pathway components and to order pathways in regulatory hierarchies.

1.2 Gene silencing by RNA interference

Physicist Richard Feynman once said: “What I cannot create, I do not understand”. This quote stresses the importance of action for understanding. A complex system is not understood solely by passive contemplation, it needs active manipulation by the researcher. In biology this fact is long known. Functional genomics has a long tradition of inferring the inner working of a cell—by breaking it. “What I cannot break, I do not understand” is the credo of functional genomics research.

Until recently external interventions have been labor intensive and time consuming. With methods making use of RNA interference (RNAi), this situation has changed. RNAi [38] is a cellular mechanism of post-transcriptional gene silencing. It is prominent in functional genomics research for two reasons. The first one is the physiological role it plays in gene regulation. The traditional role of RNA was a passive

intermediate in the translation of information from genes to proteins. Discovering its regulatory function is arguably one of the most important advances in molecular biology in decades. The second reason is that screens triggering RNAi of target genes can be applied on a genomic scale and allow rapid identification of genes contributing to cellular processes and pathways [19].

The RNAi mechanism RNAi is the disruption of a gene's expression by a double stranded RNA (dsRNA) in which one strand is complementary to a section of the gene's mRNA. It is described in detail in several recent reviews [85, 92, 15]. Fig. 1.3 gives an overview over the RNAi pathway. In an RNAi assay dsRNAs get introduced into the cell. In the cytoplasm they are processed by an enzyme of the Dicer family into small interfering RNAs (siRNAs). In mammals dsRNA molecules longer than 30 bp provoke interferon response, an antiviral defense mechanism, which results in the global shutdown of protein synthesis. RNAi can still be started by introducing siRNA molecules directly. Next, siRNA is assembled into an RNA-induced silencing complex (RISC). In fruitflies and mammals, the antisense strand is directly incorporated into RISC and activates it. In worms and plants the antisense strand might first be used in an amplification process, in which new long dsRNAs are synthesized, which are again cleaved by Dicer. Finally, antisense siRNA strands guide the RISCs to complementary RNA molecules, where they cleave and destroy the cognate RNA. This process leaves the genomic DNA intact but suppresses gene expression by RNA degradation.

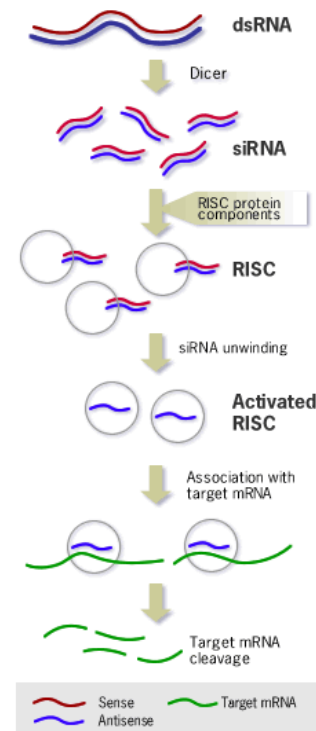

Figure 1.3: The RNAi pathway. Reproduced from www.ambion.com.

Bioinformatic challenges of RNAi RNA interference poses many challenges to research in computational biology. The first one is a better understanding of the RNAi mechanism by mathematical modeling and simulations [51]. Other challenges are specific to analyzing large-scale RNAi screens and include (i.) storage and preprocessing of data from RNAi experiments [113], (ii.) sequence analysis to identify unique siRNA targets and guard against off-target effects [91], and (iii.) ordering pathway components into regulatory hierarchies from phenotypic effects in RNAi silencing assays. This thesis contributes to the latter challenge. It proposes probabilistic models to infer pathway topologies from RNAi gene silencing data. Experimental techniques using the RNAi mechanism have drastically reduced the time required for testing downstream effects of gene silencing [19], but no work has been published so far to adapt statistical methodology to the specific needs of RNAi data. We will focus on two problems peculiar to RNAi. The first becomes apparent when comparing RNAi knockdowns to DNA knockouts, the second when deciding which phenotypes to observe.

Knockouts and knockdowns Genetic studies can be divided into forward or reverse screens [122]. In a *forward screen*, genes are mutated at random. To attribute a phenotype to a specific gene, the mutation must first be identified. This process is time-consuming and not easily applicable for all species. Additionally, some genes may always be missed by random sampling [19]. In contrast to random mutagenesis, *reverse screens* target specifically chosen genes for down regulation. This is what we will be concerned with in this thesis. The most direct way to silence a gene is by a gene knockout at the DNA level. Gene knockouts create animals or cell lines in which the target gene is non-functional [61]. It is difficult to interpret data from knockout mutants and to decide whether the phenotype is a direct effect of the non-functional gene or whether it is the result of the cell trying to compensate for the gene-loss. The danger of compensatory effects is less prominent for intervention techniques which allow faster down-regulation of target genes. In most cases, silencing genes by RNAi results in almost complete protein depletion after only a few days. Compared to gene knockouts, this makes silencing by RNAi more applicable in genome-wide screens and reduces compensatory effects at the same time. Two features make RNAi knockdowns “softer” than DNA knockouts. First, in an RNAi experiment the protein is not necessarily eliminated from the cells completely. A small amount of mRNA might escape degradation and protein can last a long time in the cell, if protein turnover is slow. This may mask or weaken phenotypes. On the other hand, this phenomenon may be useful in cases where a fully silenced gene would be lethal. Then the softer silencing by RNAi may still allow observations of phenotypes of the living cell. Second, even though transfection efficiency is typically high in RNAi experiments, transfection of cultured cells often results in a mixed population of cells, where some escape the RNAi effect. The observed phenotype is then an average over affected and not-affected cells.

In summary, all perturbation experiments *push* a gene’s expression level towards a “no expression” state. Only in knockouts, however, the intervention leads to a completely non-functional gene. In RNAi experiments the gene is still active, but silenced. It is less active than normal due to human intervention. Hence, we do not fix the state of the gene, but push it towards lower activities. In addition this pushing is randomized to some extent: the experimentalist knows that he has silenced the gene, but in large-scale screens he cannot quantify the effect. This is the first problem approached in this thesis.

Phenotypic readout The term “phenotype” can refer to any morphologic, biochemical, physiological or behavioral characteristic of an organism. A number of phenotypes can be observed as results of perturbations [19]. Many genetic studies use *cell proliferation* versus *cell death* as a binary phenotype to screen for essential genes. Recently, large-scale identification of “synthetic lethal” phenotypes among nonessential genes, in which the combination of mutations in two genes causes cell death, provided a means for mapping genetic interactions [26]. To find genes essential for a pathway of interest, *reporter genes* or fluorescent markers are used to monitor activity of a signaling pathway [50]. Alternatively, visible phenotypes like *cell growth and viability* are screened for [13]. A global view of intervention effects

can be achieved by transcriptional phenotypes measured on microarrays. These can either be global time courses in development [31] or differential expression of single genes [61, 12]. Also other cellular features like activation or modification states of proteins could be used as phenotypes of interventions. What singles out the phenotypes described above is that they are accessible to large scale screens by high-throughput techniques.

Primary and secondary effects To describe the second problem tackled in this thesis, we need to distinguish between primary and secondary effects of interventions. We speak of a *primary effect*, if perturbing a pathway component results in an observable change at another pathway component. To achieve this change a complex machinery could have been involved. Thus, primary effects are not indicators of direct interactions between molecules. They are primary in the sense that they only involve pathway components and allow direct observations of information flow in the network. A primary effect can, *e.g.*, be observed in a transcriptional regulatory network when silencing a transcription factor leads to an expression change at its target genes. Unfortunately, in the case of signaling pathways primary effects will mostly not be visible in large-scale datasets. For example, when silencing a kinase we might not be able to observe changes in the activation states of other proteins involved in the pathway. The only information we may get is that genes downstream of the pathway show expression changes, or that cell proliferation or growth changed. Effects, which are not observable at other pathway components, but only as phenotypical features downstream the pathway, will be called *secondary effects*. Secondary effects provide only indirect information about information flow and pathway structure. Reconstructing features of signaling pathways from secondary effects is the second problem addressed in this thesis.

Why probabilistic models? There are several reasons to use probabilistic models for regulatory networks and signaling pathways. First of all, the measurement noise in todays experimental techniques is notoriously high. Second, gene perturbation experiments always entail uncertainty of experimental effects. The most important reason for probabilistic models comes from the biological system itself. Signal transduction, gene expression and its regulation are a stochastic processes [106, 110, 98]. There are two types of noise: *intrinsic* noise due to stochastic events during gene expression, and *extrensic* noise due to cellular heterogeneity [106]. Intrinsic noise is responsible for differences between identical reporters in *the same* cell, and extrensic noise for differences between identical reporters in *different* cells. Probabilistic models take care of all these kinds of noise.

1.3 Thesis organization

In summary, there are two problems to be addressed when modelling data from RNAi experiments. First, how to account for the uncertainty of intervention effects in a noisy environment. Second, how to infer signaling pathways if direct observations of

gene silencing effects on other network components may not be visible in the data. This thesis proposes novel methodology to address both questions. It is organized as follows.

Statistical models of cellular networks Chapter 2 gives an overview of recent approaches to visualize the dependency structure between genes. Even though reverse engineering is a fast developing area of research, the methods used can be organized by a few basic concepts. Statistical network methods encode statements of *conditional independence*: can the correlation observed between two genes be attributed to other genes in the model? Methods implementing this idea include graphical Gaussian models and Bayesian networks. Bayesian networks are the most powerful and flexible statistical model encoding the highest resolution of dependency structure. The methodology described here will be the basis for building models for interventional data in the following chapters.

Inferring transcriptional regulatory networks In chapter 3, we develop a theory of learning from gene perturbations in the framework of conditional Gaussian networks. The basic assumption is that effects of silencing genes in the model can be observed at other genes in the model. To model the uncertainty involved in real biological experiments, perturbations are modelled stochastically—and not deterministically as in classical theory. This answers the first question raised by RNAi data.

Inferring signal transduction pathways The methods described so far elucidate the dependence structure between observed mRNA quantities. Chapter 4 goes one step further. It shows that expression data from perturbation experiments allows to infer even features of signaling pathways acting by non-transcriptional control. The signaling pathway is reconstructed from indirect observations. This answers the second question raised by RNAi data. The proposed algorithm reconstructs pathway features from the nested structure of affected downstream genes. Pathway features are encoded as silencing schemes. They contain all information to predict a cell's behaviour to an external intervention. Simulation studies confirm small sample size requirements and high accuracy. Limits of pathway reconstruction only result from the information content of indirect observations. The practical use is exemplified by analyzing an RNAi data set investigating the response to microbial challenge in *Drosophila melanogaster*.

Chapter 2

Statistical models of cellular networks

In this chapter I describe statistical models to visualize the correlations structure of genes. The methods can be distinguished by how deeply they purge influences of other genes from the observed correlations (section 2.1). The most prominent models are Bayesian networks (section 2.2). To learn them from data I discuss score based approaches in section 2.3. Section 2.4 reviews benchmarking of models and section 2.5 shows how my own approaches developed in the following chapters relate to recent developments in literature.

2.1 Conditional independence models

Let a set V of p network components be given. In probabilistic models we treat each component $v \in V$ as a random variable X_v and the set of all components in the model as a random vector $\mathbf{X} = (X_1, \dots, X_p)$. The dataset M consists of N measurements, that is, realizations $\mathbf{x}^1, \dots, \mathbf{x}^N$ of the random vector $\mathbf{X}$. We think of it as a $p \times N$ matrix with genes corresponding to rows and measurements to columns.

Network components are identified with nodes in a graph. The goal will be to find an edge set $\mathcal{E}$ representing the dependency structure of the network components. We will call the graph $T = (V, \mathcal{E})$ the topology of the cellular network. Depending on the model, T can be directed or undirected, cyclic or acyclic. In the important special case, where T is a directed acyclic graph (DAG), we call it D . The biological meaning of a “network component” depends on what kind of data we analyze. Most of the time it will be microarray data and the network is a transcriptional gene regulatory network. So, we will mostly speak of network components as genes. But the same methods can also be applied to protein data, even though only few examples can be found in literature [148, 68, 114].

2.1.1 Coexpression networks

Biological processes result from concerted action of interacting molecules. On this general observation builds a simple idea, which underlies the first approaches to cluster expression profiles [37, 126] and is still widely used in functional genomics. It is called the *guilt-by-association heuristic*: if two genes show similar expression profiles, they are supposed to follow the same regulatory regime. To put it more pointedly: coexpression hints at coregulation. Coexpression networks are constructed by computing a similarity score for each pair of genes. If similarity is above a certain threshold, the gene pair gets connected in the graph, if not, it remains unconnected. Wolfe *et al.* [147] argue that networks of coexpressed genes provide a widely applicable framework for assigning gene function. They show that coexpression agrees well with functional similarity as it is encoded in the Gene Ontology [5].

Building coexpression networks The first critical point in building a coexpression network is how to formalize the notion of similarity of expression profiles. Several measures have been proposed. The most simple similarity measure is correlation. In a Gaussian model, zero correlation corresponds to statistical independence. Correlation networks are easy to interpret and can be accurately estimated even if $p \gg N$, that is, the number of genes is much larger than the number of samples. Stuart *et al.* [133] build a graph from coexpression across multiple organisms (humans, flies, worms and yeast). They find many coexpression relationships to be conserved over evolution. This implies a selective advantage and thus functional relationship between these gene-pairs. Bickel [10] generalizes correlation networks to time series data by introducing a time-lag for correlation.

Correlation is a linear measure of independence, non-linear dependencies between genes are not necessarily found. This problem can be avoided using networks built from pair-wise mutual information [18]. Another flexible similarity measure are kernel-functions [116], which are extensively used in wide parts of Machine Learning. Yamanishi *et al.* [148] use kernel functions for supervised network reconstruction. They show that the kernel formalism gives a unified framework for integrating different types of data including expression profiles and protein-interaction graphs. Then, they tune kernel parameters in known parts of a protein-interaction graph and use them to infer unknown parts. Kato *et al.* [68] weight the different data sources according to noise and information content when combining them in the kernel.

When comparing different types of tissues, e.g., healthy cells versus tumor cells, it may be interesting to find genes highly correlated under one condition, but losing this correlation under the second condition. Kostka and Spang [70] call this behaviour *differential coexpression* and interpret it as gain or loss of a regulatory mechanism. They introduce a correlation-based method to identify sets of differentially coexpressed genes.

The second critical point is how to assess significance of results. Many pairs of genes will show similar behaviour in expression profiles by chance even though they are

not biologically related. A practical, though time-consuming strategy consists in permuting the data matrix and comparing the network obtained on real data with the distribution of similarity scores achieved in the permutations. Bickel [10] uses permutations to estimate the false discovery rate of spurious connections. In the supervised setting of Yamanishi *et al.* [148] cross-validation can be applied to choose optimal parameters.

Problems of coexpression based approaches Fig. 2.1 shows several reasons, why three genes X , Y and Z can be found to be coexpressed. We cannot distinguish direct from indirect dependencies by just looking at similar expression patterns. High similarity of expression tells us little about the underlying biological mechanisms.

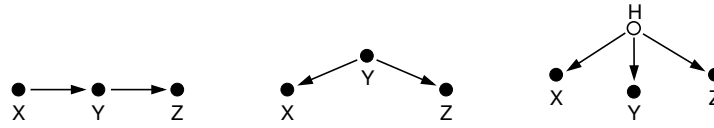

Figure 2.1: Three reasons, why X , Y , and Z are coexpressed. They could be regulated in a cascade (left), or one regulates both others (middle), or there is a common “hidden” regulator (right), which is not part of the model.

There are two possible solutions. Functional genomics has a long tradition of perturbing the natural state of a cell to infer gene-function from the observed effects. Interventions allow to decide between the three models in Fig. 2.1, because each one results in different predictions of effects, which can be compared to those obtained in experiments. Statisticians devised a different cure. Statistical methods search for correlations which cannot be explained by other variables. The theoretical background is the notion of *conditional independence*. Statistical methods filter out correlations, which can be attributed to other genes.

Conditional independence Conditional independence is defined as follows: Let X, Y, Z be random variables with joint distribution P . We say that X is *conditionally independent of Y given Z* (and write $X \perp Y \mid Z$) if and only if

$$P(X = x, Y = y \mid Z = z) = P(X = x \mid Z = z) \cdot P(Y = y \mid Z = z) \quad (2.1)$$

This is the same as saying

$$P(X = x \mid Y = y, Z = z) = P(X = x \mid Z = z)$$

and is a direct generalization of the independence condition for X and Y , namely,

$$P(X = x, Y = y) = P(X = x) \cdot P(Y = y).$$

The same definitions hold if conditioning is not on a single variable Z but on a set of variables $\mathbf{Z}$. For an interpretation, we can think of random variables as abstract pieces of knowledge obtained from, say, reading books [72]. Then $X \perp Y \mid Z$ means:

“Knowing Z , reading Y is irrelevant for reading X ”; or in other words: “If I already know Z , then Y offers me no new information to understand X .” Variable Z can explain the correlation between X and Y .

The statistical models we discuss in the following all build on conditional independence. To decide on an edge between X and Y in the graph, they ask questions of the form “Is X independent of Y given $\mathbf{Z}$?”, but differ with respect to what $\mathbf{Z}$ stands for: either all other variables except for X and Y , or single third variables, or any subset of all the other variables. Coexpression networks can be seen as the special case $\mathbf{Z} = \emptyset$, which encodes marginal dependencies.

2.1.2 Full conditional models

Full conditional models ask: “Can the correlation observed between two genes be explained by *all other genes* in the model?” Nodes i and j are connected by an edge if and only if

$$X_i \not\perp X_j \mid \mathbf{X}_{\text{rest}}. \quad (2.2)$$

where “rest” denotes the set of all variables in V without i and j . Full conditional models become especially simple in a Gaussian setting. Assume that $\mathbf{X} \sim N(\mu, \Sigma)$, where Σ is invertible. Let $K = \Sigma^{-1}$ be the *concentration matrix* of the distribution (also called the *precision matrix*). The value $-k_{ij}/\sqrt{k_{ii}k_{jj}}$ is called the *partial correlation coefficient* between genes i and j [72]. Then, it holds for $i, j \in V$ with $i \neq j$ that

$$X_i \perp X_j \mid \mathbf{X}_{\text{rest}} \Leftrightarrow k_{ij} = 0. \quad (2.3)$$

This relation is used to define Gaussian graphical models (GGMs) [72, 35]. A GGM is an undirected graph on vertex set V . To each vertex $i \in V$ corresponds a random variable $X_i \in \mathbf{X}$. The edge set of a GGM is defined by vanishing partial correlations. Vertices i and j are adjacent if and only if $k_{ij} \neq 0$. An example is shown in Fig. 2.2.

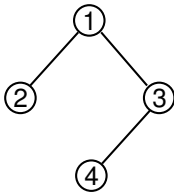

Figure 2.2: Example of a full conditional model. Missing edges between nodes indicate independencies of the form $X_i \perp X_j \mid \mathbf{X}_{\text{rest}}$. We can read from the graph that $X_1 \perp X_4 \mid \{X_2, X_3\}$ and $X_2 \perp X_3 \mid \{X_1, X_4\}$ and $X_2 \perp X_4 \mid \{X_1, X_3\}$.

The estimation of a GGM from data is a three-step process. First estimate the covariance matrix Σ , e.g., by the sample covariance matrix $\hat{\Sigma} = \frac{1}{N-1}(M - \bar{M})(M - \bar{M})^T$, where $\bar{M}$ denotes the sample mean. Then, invert $\hat{\Sigma}$ to obtain an estimate $\hat{K}$ of the precision matrix K . Finally, employ statistical tests [72, 124, 33, 32] to decide, which entries in $\hat{K}$ are significantly different from zero.

Comparison to correlation networks Correlation graphs visualize the structure encoded in the correlation matrix Σ , which tells us about the similarity of expression

profiles. In GGMs, we model via the precision matrix $K = \Sigma^{-1}$, which tells us, how much correlation remains after we corrected for the influence of all other genes. GGMs not only filter out high correlations, which can be attributed to other genes, but may also draw attention to genes which are only very weakly correlated with a gene of interest, but highly related in terms of partial correlations in the context of the other neighboring genes in the GGM. These genes can be overlooked in correlation networks [30, 84].

GGMs have another clear advantage over correlation networks. Directly or indirectly, almost all genes will be correlated. Thus, the *correlation coefficient* is a weak criterion for dependence, but zero correlation is a strong indicator for independence. On the other hand, *partial correlation coefficients* usually vanish. They provide a strong measure of dependence and, correspondingly, only a weak criterion of independence [115].

Problems of GGMs Full conditional relationships can only be accurately estimated if the number of samples N is relatively large compared to the number of variables p . If the number of genes to be analyzed exceeds the number of distinct expression measurements (that is, if $p \gg N$), the correlation matrix of expression profiles between genes does not have full rank and cannot be inverted [115]. The $p \gg N$ -situation is true for almost all genomic applications of graphical models. There are basically two ways out: either improve the estimators of partial correlations or resort to a simpler model. The basic idea in all of these approaches is that biological data are high-dimensional but *sparse*, in the sense that only a small number of genes will regulate one specific gene of interest. We end this section with examples of improved estimators and describe more strongly regularized models in the following section.

Several papers suggest ways to estimate GGMs in a $p \gg N$ -situation. Kishino and Waddell [69] propose gene selection by setting very low partial correlation coefficients to zero. As they state, the estimate still remains unstable. Schäfer and Strimmer [115] improve all three steps of GGM construction. First they sample with replacement from the dataset to obtain many bootstrap [36] samples. Then, they estimate Σ by the mean covariance matrix achieved over all bootstrap replicates. Instead of the usual matrix inverse, they use the Moore-Penrose pseudoinverse, which is based on a singular value decomposition of $\hat{\Sigma}$ and can be applied also to singular matrices. Finally, they use false discovery rate multiple testing for the selection of edges to be included in the GGM.

2.1.3 First order conditional independence

First order conditional independence models ask: “Can the correlation between two genes be explained by a single third gene?” In contrast to GGMs, first order conditional independence models condition not on the whole rest, but only on single third

genes. Draw an edge between vertices i and j ($i \neq j$) if and only if the correlation coefficient $\rho_{ij} \neq 0$ and no third variable can explain the correlation:

$$X_i \not\perp X_j \mid X_k \quad \text{for all } k \in V \setminus \{i, j\}, \quad (2.4)$$

This general idea can be implemented in different ways: Basso *et al.* [7] build a model based on conditional mutual information. The resulting method is called ARACNe and was successfully applied to expression profiles of human B cells. In a Gaussian setting, first order conditional independence models were proposed by several authors [144, 145, 79, 27]. Testing for first order conditional independence involves only triples of genes at a time. Thus, the problem for GGMs in high dimensions no longer exists. Wille and Bühlmann [144] prove: if the full conditional independence graph (the GGM) contains no cycles, then the first order conditional independence graph coincides with the full conditional independence graph. Wille *et al.* [145] use sparse Gaussian graphical modelling to identify modules of closely related genes and candidate genes for cross-talk between pathways in the Isoprenoid gene network in *Arabidopsis thaliana*.

2.2 Bayesian networks

In the last sections we have seen methods to build graphs from

$$\begin{aligned} \text{marginal dependencies} & X_i \not\perp X_j, \\ \text{full conditional dependencies} & X_i \not\perp X_j \mid \mathbf{X}_{\text{rest}}, \\ \text{first order dependencies} & X_i \not\perp X_j \mid X_k \quad \text{for all } k \in \text{rest}. \end{aligned}$$

The logical next step is to ask for independencies *of all orders*. In the resulting graph, two vertices i and j are connected if *no subset* of the other variables can explain the correlation, that is, if

$$X_i \not\perp X_j \mid \mathbf{X}_S \quad \text{for all } S \subseteq V \setminus \{i, j\}. \quad (2.5)$$

This includes testing marginal, first order and full conditional independencies. Thus, the number of edges will be less compared to the models in the previous sections. The graph encoding independence statements of the form (2.5) for all pairs of nodes is still undirected. It can be shown that knowing independencies of all orders gives a more advanced picture of correlation structure. The collection of independence statements already implies directions of some of the edges in the graph [96, 97, 127]. The resulting directed probabilistic model is called a *Bayesian network*.

Definition A (static) Bayesian network is a graphical representation of the dependency structure between the components of a random vector $\mathbf{X}$. The individual random variables are associated with the vertices of a directed acyclic graph (DAG) D , which describes the dependency structure. Each node is described by a local probability distribution (LPD) and the joint distribution $p(\mathbf{x})$ over all nodes factors as

$$p(\mathbf{x}) = \prod_{v \in V} p(x_v \mid \mathbf{x}_{\text{pa}(v)}, \theta_v), \quad (2.6)$$

where θ_v denotes the parametrization of the local distribution. The DAG structure implies an ordering of the variables. The parents of each node are those variables that render it independent of all other predecessors. The factorization of the joint distribution in Eq. 2.6 is the key property of Bayesian networks. It allows to segment the set of variables into families, which can be treated individually. This basic definition of Bayesian networks poses a number of further questions, which will be answered in the following:

1. How do the local probability distributions $p(x_v \mid \mathbf{x}_{pa(v)}, \theta_v)$ look like?
2. How is conditional independence defined for DAGs?
3. How can we learn a Bayesian network structure from data?
4. Are there natural limits to structure learning?

Local probability distributions (LPDs) Bayesian network models differ with respect to assumptions on the local probability distributions $p(x_v \mid \mathbf{x}_{pa(v)}, \theta_v)$ attached to each node $v \in V$. Basically, there are two types of parametric LPDs used in practice: multinomial distributions for discrete nodes and Gaussian distributions (normal distributions) for continuous nodes. The general model in statistics is a mixture of a discrete and a continuous part. Additionally, there are approaches to use non-parametric regression models linking parents to children. In the following, we will shortly introduce each of these models.

- *Discrete LPDs.* A discrete node v with discrete parents $pa(v)$ follows a multinomial distribution:

$$X_v \mid \mathbf{x}_{pa(v)}, \theta_v \sim \text{Multin}(1, \theta_{v \mid \mathbf{x}_{pa(v)}}) \quad (2.7)$$

It is parametrized by a set of probability vectors $\theta_v = \{\theta_{v \mid \mathbf{x}_{pa(v)}}\}$, one for each configuration $\mathbf{x}_{pa(v)}$ of parents of v .

- *Gaussian LPDs.* A continuous node v with continuous parents $pa(v)$ follows a normal distribution:

$$X_v \mid \mathbf{x}_{pa(v)}, \theta_v \sim \text{N}(\mu_v, \sigma_v^2), \quad (2.8)$$

where the mean $\mu_v = \beta_v^{(0)} + \sum_{i \in pa(v)} \beta_v^{(i)} x_i$ is a linear combination of parent states. The normal distribution is parametrized by a vector $\theta_v = (\beta_v, \sigma_v^2)$ containing regression coefficients $\beta_v = (\beta_v^{(i)})_{i \in pa(v)}$ for each parent node and a variance for X_v .

- *Conditional Gaussian (CG) networks.* CG networks are a combination of discrete and Gaussian networks. Continuous nodes follow a Gaussian distribution and are allowed discrete and continuous parents, while discrete nodes follow a multinomial distribution and are restricted to discrete parents. Thus, the network can be divided into a completely discrete part and a mixed part containing discrete and continuous nodes. CG networks constitute the general class of graphical models studied in statistics [72].
- *Regression trees.* Segal *et al.* [119, 120] use regression trees as LPDs. These capture the local structure in the data [42, 21], whereas the DAG describes the global structure. Each regression tree is a rooted binary tree with parents in the DAG as

internal nodes. Each leaf node of the tree is associated to a univariate Gaussian distribution.

- **Non-parametric regression.** Instead of the parametric approaches discussed so far, the relationship between parents and children in the DAG can also be modeled by non-parametric regression models [64, 65, 66, 134]. The result is a non-linear continuous model. This is an advantage over multinomial or Gaussian Bayesian networks, which are either discrete or linear.
- **Boolean logic LPDs.** Bulashevskaya and Eils [16] constrain LPDs to noisy logic functions like OR, AND for activatory parent-child relations or NOR, NAND for inhibitory. This has the advantage of simplifying and regularizing the model, while at the same time making it easier to interpret.
- **Kinetic modeling.** Nachman *et al.* [89] use non-linear Michaelis-Mentens dynamics to model how the transcription rate of a gene depends on its regulators. This approach combines Bayesian networks with a biochemically realistic quantitative model of gene regulation.

Conditional independence in directed graphs In Fig. 2.2 we saw how to read off independence statements from a full conditional independence graph. How does this work in the case of Bayesian networks? The answer is given by the definition of *d-separation* [97] (“d” for directed). A path q in a DAG D is said to be d-separated (or blocked) by a set of nodes $\mathbf{S}$ if and only if at least one of the following two conditions holds:

1. q contains a chain $i \rightarrow m \rightarrow j$ or a fork $i \leftarrow m \rightarrow j$ such that the middle node m is in $\mathbf{S}$, or
2. q contains an inverted fork (or collider) $i \rightarrow m \leftarrow j$ such that the middle node m is **not** in $\mathbf{S}$ and such that no descendent of m is in $\mathbf{S}$.

If all paths between i and j are blocked by $\mathbf{S}$ then (and only then) holds $X_i \perp X_j \mid X_{\mathbf{S}}$. The three archetypical situations can be seen in Fig. 2.3. The definition of d-separation, also called the *Global Markov condition*, allows to read statements of statistical independence off the DAG structure.

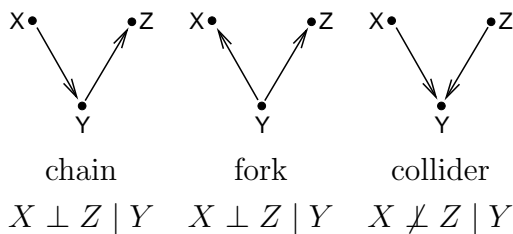

Figure 2.3: The three archetypical situations in the definition of d-separation. In the chain and the fork, conditioning on the middle node makes the others independent. In a collider, X and Z are marginally independent, but get dependent once Y is known.

Markov equivalence Many Bayesian networks may represent the same statements of conditional independence. They are statistically undistinguishable and we call them *Markov equivalent*. All equivalent networks share the same underlying undirect graph (called the *skeleton*) but may differ in the direction of edges, which are not

part of a *v-structure*, that is, a child with unmarried parents (same as a collider in Fig. 2.3). This was shown by Verma and Pearl [139]. It poses a theoretical limit on structure learning from data: even with infinitely many samples, we cannot resolve the structures in an equivalence class.

Acyclicity in a cyclic world Bayesian networks allow the highest resolution of correlation structure. Still, they suffer from a severe shortcoming: they are acyclic. With cycles, we cannot decompose the joint distribution as in Eq. 2.6. Biological networks are all known to contain feedback loops and cycles [4]. Modeling the cell cycle with an acyclic model [44] may not be the best idea. Fortunately, the cycle problem can be solved by assuming that the system evolves over time. This is shown in Fig. 2.4. We no longer model a static random vector $\mathbf{X}$ but a time series $\mathbf{X}[1], \dots, \mathbf{X}[T]$ of observing $\mathbf{X}$ at T timepoints. If we assume that X_v at time $t+1$ can only have parents at time t , then cycles “unroll” and the resulting model is again acyclic and tractable: it is called a *Dynamic Bayesian network* (DBN) [45, 87]. DBNs found many applications in computational biology [154, 9, 157]. They are often combined with hidden variables [101], which can also capture non-transcriptional effects [8, 104, 105, 89, 93].

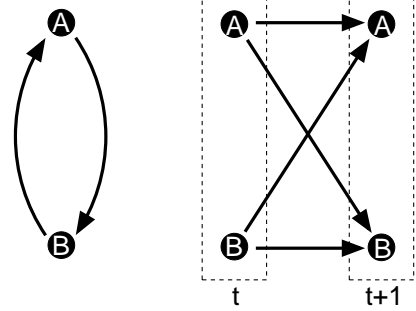

Figure 2.4: The cycle unrolls into an acyclic graph over different time slices.

2.3 Score based structure learning

In correlation networks, GGMs and sparse GGMs we use statistical tests for each gene pair to decide whether the data support an edge or not. The number of tests to be done in these models is limited, even though it can be big in the case of sparse GGMs. For Bayesian networks we would have to test independence of a gene pair for every subset of the other genes. This is called *constraint-based* learning of Bayesian networks. The examples discussed in [97, 127] involve only a handful of variables. For bigger problems testing gets infeasible very quickly. In applications in computational biology the network structure is thus mostly estimated by score based techniques.

2.3.1 Maximum likelihood scores

Maximum likelihood A straight-forward idea for model selection is to choose the DAG D , which allows the best fit to data M . This means maximizing the likelihood $p(M|D, \theta)$ as a function of θ . A score for DAG D is then given by

$$\text{score}_{ML}(D) = \max_{\theta} p(M|D, \theta) \quad (2.9)$$

Unfortunately, the likelihood is not an appropriate score to decide between models since it tends to overfitting. Richer models with more edges will provably have better likelihood than simpler ones. A standard solution to this problem is to penalize the maximum likelihood score according to model complexity. An often used example of this general strategy is scoring with the Bayesian information criterion.

Bayesian information criterion (BIC) Contrary to what the name suggests, the BIC score [117] is not a Bayesian score. It is a regularized maximum likelihood estimate, which penalizes the maximal likelihood of the model with respect to the number of model parameters to control overfitting. It is defined as

$$\text{score}_{BIC}(D) = \max_{\theta} p(M|D, \theta) - \frac{d}{2} \log N, \quad (2.10)$$

where d is the number of parameters. The BIC score can also be used to learn Bayesian networks with missing values or hidden variables. The likelihood has then to be maximized via the Expectation-Maximization (EM) algorithm. In such a scenario, the BIC score was used by Nachman *et al.* [89] to learn kinetic models of transcription factors and their targets. They treated protein activities and kinetic constants as hidden variables. In cases, where the likelihood is accessible to conjugate analysis, a full Bayesian approach is preferred over ML or BIC.

2.3.2 Bayesian scores

In Bayesian structure learning we evaluate the posterior probability of model topology D given data M :

$$\text{score}_{Bayes} = p(D|M) = \frac{p(M|D) \cdot p(D)}{p(M)} \quad (2.11)$$

The term $p(M)$ is an average of data likelihoods over all possible models. We do not need to compute it for relative model scoring. The term $p(D)$ is a prior over model structures. The main term is the marginal likelihood $p(M|D)$, which equals the full model likelihood averaged over parameters of local probability distributions, that is,

$$p(M|D) = \int_{\Theta} p(M|D, \theta) p(\theta|D) d\Theta. \quad (2.12)$$

This is the reason, why the LPD parameters θ do not enter Eq. 2.11. They are treated as *nuisance parameters* and have been integrated out. It is important to note that the LPD parameters were not maximized as would be done in a maximum likelihood estimate or in a BIC score. Averaging instead of maximizing prevents the Bayesian score from overfitting.

Marginal likelihood of network structure The marginal likelihood $p(M|D)$ is the key component of Bayesian scoring metrics. Its computation depends on the choice of local probability distributions and local priors in the Bayesian network model. To

solve integral (2.12) analytically, the prior $p(\theta|D)$ must fit to the likelihood $p(M|D, \theta)$. Statistically, this fit is called “conjugacy”. A prior distribution is called *conjugate* to a likelihood, if the posterior is of the same distributional form as the prior [49]. If no conjugate prior is available, the marginal likelihood has to be approximated. We shortly discuss the LPDs introduced in section 2.2.

- **Discrete LPDs.** The marginal likelihood for discrete Bayesian networks was first computed by Cooper and Herskovits [23]. It is further discussed by Heckerman *et al.* [58]. The conjugate prior for the multinomial distribution is the Dirichlet prior [49]. Assuming independence of the prior for each node and each parent configuration, the score decomposes into independent contributions for each family of nodes.
- **Gaussian LPDs.** Corresponding results exist for Gaussian networks using a Normal-Wishart prior [48]. The marginal likelihood again decomposes into node-wise contributions.
- **CG networks.** Conditional Gaussian networks are a mix of discrete and Gaussian nodes [11]. We discuss the computation of marginal likelihood in detail in section 3.4.2. Discrete and Gaussian marginal likelihoods are treated there as special cases.
- **Regression trees.** The marginal likelihood at each node of the DAG further splits into independent components for each leaf of the local regression tree. Conjugate analysis and analytic results are possible using normal-gamma priors for each leaf node [42, 21].
- **Non-parametric regression.** Conjugate analysis and analytic computation of the marginal likelihood are not possible. Imoto *et al.* [64] use a Laplace approximation to approach the true marginal likelihood.
- **Boolean logic LPDs.** Conjugate analysis and analytic computation of the marginal likelihood are not possible. Instead, Bulashevskaya and Eils [16] use Gibbs sampling to estimate the model posterior $p(D|M)$ and the parameter posterior $p(\theta|M)$.
- **Kinetic modeling.** Again, conjugate analysis is not possible. Nachman *et al.* [89] use the BIC score for model selection.

How the deposited data were processed for this re-analysis (not part of the article)

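MCF-7 breast cancer cells in which 1 of 13 genes was silenced by siRNA were compared with cells given a non-silencing control siRNA, 42 h after transfection at 50 nM. Each of 30 replicates was hybridized on 2 home-made cDNA arrays with the dyes exchanged, which makes 60 arrays. GDF15 had 4 replicates, CCNG2 and STC2 had 3, and each of the others had 2. The dyes, the silenced gene and the replicate number were taken from the sample labels.

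The authors amplified and labelled the RNA, normalized the arrays on the probe level with a variance stabilization transformation, and deposited a table of scores, 1 log ratio per clone and array. For these score values, made by the authors with that transformation, no base, centring or direction is stated, and intensities per channel were not used here. The table holds 26629 clones and no missing entry. Column medians ran from -0.0633 to 0.0548 and the scaled median absolute deviation of a column from 0.0973 to 0.292. Centring therefore stays unknown. A natural log scale had been assumed when the tests were chosen. Since the number of clones changed at least 1.5-fold equals Table 1 in every knock-down only on the log2 scale, the deposited values were taken as log2, and the natural log was kept as an alternative. Direction was to be read from the correlation of the arrays of a replicate. This was below 0 in 20 of 30 replicates (-0.477 to 0.494, median -0.0726) and above 0 in the others, so it gave no single answer, and the clones of CCNG2, DDR1, GDF15, STC2 and XBP1, which were low in their own knock-down in both dye orientations, were used in its place. Among the entries, 1069 had a size from 1 to below 10, 6 from 10 to below 100 and 103 of 100 or more. Those of 10 or more were taken to have lost a decimal point and were divided by 10 or 100, after which the largest size was 5.33.

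Clones were named through the platform annotation: 20976 clones had 1 symbol, 848 several and 4805 none, and 20963 of the single symbols were matched by gene number to a reference table. Values of clones with the same single symbol were averaged to 12483 genes, of which 5075 had more than 1 clone. Clones of a gene can disagree, as stated for ESR1 and FOXA1. Depth does not apply to arrays, and their number limits the precision.

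The 2 arrays of a replicate were averaged and the mean ratio of each knock-down was tested against 0 in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), all knock-downs in 1 fit, with Benjamini-Hochberg adjustment per knock-down and a threshold of 10% as in the paper. The prior degrees of freedom were 10.3. Because each ratio is taken on 1 array against a control culture, the spread of the control cultures is part of the spread of the ratios. Whether knock-downs share control cultures is not stated in the text. Gene lists, 13 in number, were fixed in advance and tested with fry from limma in every knock-down, adjusted over 169 tests, of which 32 passed 10% in 1 direction and 74 in either. They hold estrogen-induced genes, luminal epithelial markers, proliferation genes, unfolded protein response and secretory pathway genes, FOXO targets and insulin signalling genes, BCL2 family and caspase genes, p53 target genes, interferon-response genes, cholesterol and fatty acid synthesis genes, ribosomal protein genes, heat shock proteins and cochaperones, RNA interference machinery genes, and markers of other cell types.

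Genes named in the text are the silenced genes in all knock-downs, the E-genes of Table 2, the 10 genes with the largest rise and the 10 with the largest fall in each knock-down among those past 10% with 1 sign in every replicate, up to 4 members with the smallest p of each list that passed or had a member past 10%, and the 10 E-genes affected in most knock-downs. Genes outside this rule are named as such.

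The density f1 was computed with π of 0.01 and β set at the 10% threshold and bounded at 1000. E-genes are the union of the 100 clones with the smallest p in each knock-down that changed at least 1.5-fold (0.585 on the log2 scale) in at least 1. The module network was built as the text describes, with clustering by cluster 2.1.8.1, all 355 networks of up to 4 S-genes enumerated, and 50 bootstrap samples. The situation with literature knowledge on S-genes was not run, because the literature network is given only as a drawing.

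Each step was tested on simulated data. Values were drawn independently with the real residual spread of each clone, equal over all replicates, and without a dye effect. Network p-values were drawn and scored with the same β, which was below those of the data. These tests check the code and do not show the error rates on arrays of unequal spread or with correlated genes. Over the 13 knock-downs, 98% to 100% of 200 clones changed 1.5-fold and 100% of 200 changed 2-fold were recovered, and 7.24% to 11.11% of the calls were false. The search found 43 of 75 simulated edges with 2 false ones, and the search of nem 2.0.0 found 54 with 5 false ones. Fry found 13 of 13 shifted lists and 5 of 156 unshifted ones.

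Alternatives were arrays as replicates with and without a shared dye term, each knock-down fitted alone, median centring, scale normalization, the replicate number as a block, a threshold of 5%, 1 value per gene symbol, natural log, other bounds on β, the nem search, the paper's E-genes, and leaving out each replicate. More were added later: the deposited entries or missing ones in place of restored decimals, a turned dye-swapped array, library plate means removed, the dye profile regressed out, and each knock-down fitted alone with its own dye term, alone or with the nem search, and gene lists without the silenced gene. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.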

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

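The tests of a wider spread of the ratios, of dye bias in the clones with 1 sign in nearly all knock-downs and in those picked by replicate 1, of the p53 targets without GDF15, and of the replicate differences of AKT2 and LOC120224 were chosen only after the results were seen.

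In the GDF15 knock-down, the only one with 4 replicates, 3 genes had a replicate far from the others: STC2 at -0.819 in replicate 4 (others -0.387 to -0.366), RSL24D1 at -0.816 in replicate 4 (others -0.236 to -0.117) and EIF6 at 0.458 in replicate 3 (others 0.094 to 0.126). Among 35 genes and measures tested this way, about 1.8 such replicates arise by chance.

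The effects of silencing differed between pairs of the cascade in a direct test of the difference by limma with the ratios as deposited, which was not repeated after scaling of the arrays: past 10% were 3206 clones between ESR1 and AKT2, 3481 between AKT2 and CCNG2 and 1158 between CCNG2 and FOXA1. Between AKT1 and AKT2 the test passed for 0 clones, with 1639 at an unadjusted p under 0.05 where evenly spread p-values would give 1331.

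The article does not report which pathways moved. Past 10% and lower were 20 of 35 estrogen-induced genes (median log2 ratio -0.29, adjusted p = 2.93e-08 from fry, n = 2) and 16 of 25 proliferation genes (-0.26, adjusted p = 3.38e-06 from fry, n = 2) after silencing of ESR1, 6 of 12 heat shock proteins and cochaperones after silencing of AKT2 (-0.17, adjusted p = 0.00326 from fry, n = 2), and 2 of 16 p53 targets after silencing of GDF15 (-0.04, adjusted p = 0.0248 from fry, n = 4), 1 of which is GDF15 itself. Without GDF15, which is lower by design, the p53 targets did not pass (adjusted p = 0.277 from fry, n = 4, median -0.01, 1 of 15 past 10%), with a mixed adjusted p of 0.0506.

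Silencing of AKT2, CCNG2 and STC2 moved 4362, 3183 and 3114 clones past 10%, most by small amounts. Without replicate 2 of the knock-down these counts were 402, 730 and 798, and without replicate 1 they were 2340, 2033 and 3161. With the dye profile shared by all arrays regressed out, the counts were 4953 for AKT2, 3219 for CCNG2 and 1930 for STC2. The AKT2 and CCNG2 means correlated weakly with that profile (r = -0.16 and -0.101), so removing it could hardly lower their counts. A dye effect of unequal size on their own arrays is not part of the profile and was not tested. An equal dye effect cancels in these means, but the mean ratios of STC2 correlated with the dye profile across clones (r = 0.486), so a dye effect of unequal size on the arrays of a pair cannot be told apart from a real change for part of its clones. Removing library plate means left at least 0.889 times the counts, against shifts of whole plates. After scaling every array to 1 spread the counts were 2328 for CCNG2 and 2719 for STC2, so a wide spread of their arrays is not the source. For AKT2 the count was 0 in limma, with 2900 clones at an unadjusted p under 0.05. The median size of its 4362 clones went from 0.255 (median standard error 0.077) to 0.17 (0.074), so the calls ended because the ratios shrank while their error stayed, on arrays whose median spread was 0.249 against 0.161 over all arrays. A wider spread of the ratios on the AKT2 arrays may therefore be the source of these calls, but a real broad response would shrink the same way, and both stay open. Sign changes of whole replicates are too few to give a share under 0.05: for CCNG2 the real signs gave 3183 and the highest other 0 (1 of 4), for STC2 3114 and 11 (1 of 4), and for GDF15, where the same test was run, 198 and 0 (1 of 8). A biological explanation, that these genes act on many others, was not tested apart from the counts.

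Across the 13 knock-downs, 530 clones had a mean ratio of 1 sign in at least 12, where chance gives 91, with 309 lower and 221 higher. Chosen after their values were seen, STC2 (mean -0.72), XBP1 (-0.55), H4C3 (-0.36), FEN1 (-0.31) and ESR1 (-0.28) had clones among the lower ones and GANAB (0.51) and H2BC5 (0.34) among the higher ones. Clones picked on replicate 1 kept the sign in replicate 2 in a share of 0.836 of 171, against chance values of control cultures with the same number. Of the 530, a share of 0.832 had the same sign in both dye orientations, but these clones were picked on the means of both. Of the 171 clones picked on replicate 1, a share of 0.643 had the same sign in both orientations of replicate 2, where 33.6% of all clones did. An equal dye effect also cancels in these means, which hold both orientations equally. A test of dye bias on 2905 clones picked on the forward arrays gave a share of 0.133, but 245 of these (8.4%) belong to the pattern, so it decides nothing. Loss of estrogen receptor signalling in many knock-downs is a candidate explanation: the mean of the other knock-downs in replicate 1 correlated with ESR1 in replicate 2 at r = 0.224, against a median of 0.118 over the 13, but STC2 (0.304) and FOXA1 (0.271) were higher, so it cannot be told apart from other causes. An effect of the control siRNA or of the control cultures would give the same signs, since the control is the other channel of every array, and stays open.

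The profiles after silencing of AKT2 and LOC120224 correlated at r = 0.64 across clones and were opposed to FOXA1 (-0.463 and -0.469) and STC2 (-0.393 and -0.355). The differences between their replicates 1 and 2 correlated at -0.153, against control cultures shared by number. With library plate means removed r was 0.617 and with the dye profile regressed out 0.629, so neither accounts for the similarity. Simulated shared controls with no effect gave r = 0.499 (covariance 0.00288, observed 0.00944), so part of r may come from controls shared in another way. A common biological effect of both genes is a hypothesis that the data leave open.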

How the results depend on the processing

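Chosen only after the data were seen were the alternatives that keep the deposited entries or leave large ones missing, that turn the dye-swapped array, that remove library plate means or the dye profile, that fit each knock-down alone with its own dye term, and that leave the silenced gene out of its gene lists. The alternative of keeping only clones with a value on all 60 arrays changes nothing, since 0 entries are missing, and the literature prior on the network was not run. Turning the dye-swapped array, scale normalization and keeping the deposited entries gave counts of clones only. No named gene passed 10% in the opposite direction under an alternative. A change of sign without a call was counted as a lost call, so turned directions that did not pass are not shown by this. The balance of called clones did turn. For ESR1 it went from 547 higher and 481 lower to 100 and 168 after scaling, and to 168 and 253 with arrays as replicates. For FOXA1 it went from 99 higher and 126 lower to 26 and 22 with arrays as replicates. HSPB8 and BCL2, which did not pass in their own knock-down, lay on either side of 0 with 1 replicate left out (-0.31 to 0.07 and -0.02 to 0.02).

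The decrease of the estrogen-induced genes after silencing of ESR1 passed 10% under every alternative that was run for it (adjusted p from 6.31e-10 with arrays as replicates to 2.75e-05 without replicate 1), as did the proliferation genes (2.95e-07 to 0.00287 without replicate 1) and the heat shock genes after silencing of AKT2 (0.00131 to 0.0837 without replicate 2). No list was tested after scaling of the arrays, with a shared dye term or with a knock-down fitted alone. Scaling left 0 clones past 10% for AKT2, as did fitting it alone with arrays as replicates. The p53 targets after silencing of GDF15 did not pass with GDF15 left out of the list (0.277) or with the replicate block (0.145). They passed in fry under the other alternatives run (0.0206 to 0.0986). Every other list past 10% lost its call under at least 1 alternative, among them the luminal markers after silencing of FOXA1 with FOXA1 left out (0.241, with a median of -0.05 against -0.06 and 2 of 12 members past 10%, and a mixed adjusted p of 5.03e-05). CCNG2, GDF15, ESR1 and STC2 were lower in their own knock-down past 10% under every alternative run. Of the values of named genes, 485 stayed on their side of 10% with arrays as replicates, 100 lost the call and 5 gained it. With median centring these numbers were 572, 12 and 6, with the replicate block 533, 42 and 15, and with each knock-down fitted alone with arrays as replicates 355, 220 and 15. Over all fits without 1 replicate they were 1075, 368 and 18. CCNG2 to FOXA1 had a share of at most 0.42 under the alternatives.

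The cause of the changes below was not tested, apart from those that the construction of an alternative gives. With arrays as replicates, clones past 10% were 1251 for AKT2, 4 for BCL2, 1454 for CCNG2, 421 for ESR1, 48 for FOXA1, 14 for GDF15, 83 for GPR30, 0 for LOC120224 and 1280 for STC2. Clones with f1 above 1 were 125 for AKT1, 1621 for AKT2, 75 for BCL2, 1598 for CCNG2, 45 for DDR1, 819 for ESR1, 422 for FOXA1, 436 for GDF15, 468 for GPR30, 51 for HSPB8, 277 for LOC120224, 1544 for STC2 and 99 for XBP1. Gene lists past 10% were 2 for AKT2, 0 for BCL2, 0 for CCNG2, 0 for DDR1, 1 for FOXA1, 1 for GDF15, 0 for GPR30, 0 for LOC120224, 0 for STC2 and 0 for XBP1. The network without prior had 5 edges. ESR1 to AKT2 had a share of 0.2. The network with prior had 5 edges. TMEM45B (-0.37) no longer passed in its own knock-down. XBP1 (-1.05) now passed in its own knock-down. With arrays as replicates and a shared dye term, clones past 10% were 2 for AKT1, 2855 for AKT2, 4 for BCL2, 2071 for CCNG2, 669 for ESR1, 86 for FOXA1, 61 for GDF15, 112 for GPR30 and 0 for LOC120224. XBP1 (-1.05) now passed in its own knock-down. With each knock-down fitted alone with arrays as replicates, clones past 10% were 0 for AKT1, 0 for AKT2, 4 for BCL2, 1578 for CCNG2, 3 for DDR1, 41 for ESR1, 72 for FOXA1, 2 for GDF15, 0 for GPR30, 0 for LOC120224 and 939 for STC2. ESR1 to AKT2 had a share of 0.24. AKT2 to CCNG2 had a share of 0. AKT2 (-0.26) and TMEM45B (-0.37) no longer passed in their own knock-down. XBP1 (-1.05) now passed in its own knock-down.

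With median centring, clones past 10% were 393 for FOXA1. Gene lists past 10% were 6 for CCNG2. With scale normalization, clones past 10% were 0 for AKT2, 186 for BCL2, 11 for DDR1, 268 for ESR1, 1730 for FOXA1, 31 for GDF15, 85 for GPR30, 1 for HSPB8 and 119 for XBP1. Scale normalization and centring also moved the share of higher calls: with centring it was 29.9% for CCNG2 against 43.7% without and 27% for FOXA1 against 44%, and with scaling 31.1% for FOXA1, 37.3% for ESR1 against 53.2%, 12.9% for GDF15 against 24.2%, and 11.8% for XBP1 against 0%.

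The replicate numbers gave no steady pairing of the knock-downs: differences between replicates 1 and 2 correlated over 0.1 in 29 of 78 pairs of knock-downs and under -0.1 in 17. With the replicate block, clones past 10% were 5 for AKT1, 6 for BCL2, 533 for FOXA1, 1 for GDF15 and 10 for LOC120224. Gene lists past 10% were 0 for GDF15, 2 for STC2 and 0 for XBP1. The network without prior had 5 edges. TMEM45B (-0.37) no longer passed in its own knock-down. GPER1 (-0.29) now passed in its own knock-down. No other count moved by over 1.5 times under the block.

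At 5% in place of 10%, clones past 5% were 2580 for AKT2, 1919 for CCNG2, 628 for ESR1, 74 for FOXA1, 48 for GDF15, 122 for GPR30, 0 for LOC120224 and 1 for XBP1. TMEM45B (-0.37) no longer passed in its own knock-down. With 1 value per gene symbol, which tests fewer features, genes past 10% were 0 for AKT1, 1908 for AKT2, 1880 for CCNG2, 667 for ESR1, 84 for FOXA1, 130 for GPR30, 1 for LOC120224 and 1369 for STC2. With the values read as natural log, which raises every fold, clones changed at least 1.5-fold were 26 for AKT1, 291 for AKT2, 25 for BCL2, 141 for CCNG2, 8 for DDR1, 179 for ESR1, 79 for FOXA1, 8 for GDF15, 80 for GPR30, 3 for HSPB8, 16 for LOC120224, 135 for STC2 and 20 for XBP1. The E-genes numbered 401. ESR1 to AKT2 had a share of 0.02. FOXA1 to AKT1 had a share of 0.56. With no bound on beta, which lowers f1 by construction where few clones pass, clones with f1 above 1 were 0 for AKT1, 1 for DDR1, 225 for FOXA1, 197 for GDF15, 237 for GPR30, 17 for LOC120224 and 1 for XBP1. With beta at most 100, which raises f1 by construction, clones with f1 above 1 were 1155 for AKT1, 6672 for AKT2, 541 for BCL2, 5786 for CCNG2, 469 for DDR1, 3924 for ESR1, 3385 for FOXA1, 3120 for GDF15, 2619 for GPR30, 875 for HSPB8, 3255 for LOC120224, 5119 for STC2 and 1156 for XBP1. ESR1 to AKT2 had a share of 0.28. With the nem 2.0.0 search, the network without prior had 22 edges. FOXA1 to AKT1 had a share of 0.58. With all clones of the genes matched by symbol to the paper's list of E-genes, the network without prior had 0 edges. ESR1 to AKT2 had a share of 0. AKT2 to CCNG2 had a share of 0.

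With the entries as deposited, clones past 10% were 0 for DDR1, 75 for FOXA1, 111 for GDF15, 6 for LOC120224 and 1 for XBP1. Clones changed at least 1.5-fold were 8 for AKT1, 53 for AKT2, 4 for DDR1, 22 for GDF15, 41 for GPR30, 3 for HSPB8 and 31 for STC2. With library plate means removed, clones past 10% were 4 for AKT1. Gene lists past 10% were 4 for AKT2, 1 for BCL2, 0 for DDR1, 2 for FOXA1, 1 for GDF15, 2 for STC2 and 0 for XBP1. With the dye profile regressed out, clones past 10% were 1930 for STC2 and 1 for XBP1. Gene lists past 10% were 2 for STC2. With the dye-swapped array turned where the arrays of a replicate correlate below 0, clones past 10% were 4615 for AKT1, 8419 for AKT2, 1 for BCL2, 1679 for CCNG2, 2 for DDR1, 2751 for ESR1, 0 for FOXA1, 1761 for GDF15, 1835 for GPR30, 0 for LOC120224, 188 for STC2 and 1 for XBP1.

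With each knock-down fitted alone with its own dye term, clones past 10% were 5 for AKT1, 2279 for AKT2, 18 for BCL2, 0 for DDR1, 357 for ESR1, 52 for FOXA1, 3 for GDF15, 2 for GPR30, 1153 for LOC120224 and 1447 for STC2. Clones with f1 above 1 were 519 for AKT1, 2279 for AKT2, 535 for BCL2, 218 for DDR1, 747 for ESR1, 537 for FOXA1, 304 for GDF15, 190 for GPR30, 287 for HSPB8, 1537 for LOC120224, 1625 for STC2 and 646 for XBP1. The network with prior had 16 edges. AKT2 (-0.26), DDR1 (-1.35) and TMEM45B (-0.37) no longer passed in their own knock-down. XBP1 (-1.05) now passed in its own knock-down. With that fit and the nem 2.0.0 search, the network without prior had 45 edges. XBP1 to AKT1 had a share of 0.7.

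Leaving out 1 replicate uses fewer samples, and where 1 replicate is left it is assumed to vary like the other groups. Clones past 10% ranged over 13 to 43 for AKT1, 402 to 2340 for AKT2, 5 to 16 for BCL2, 730 to 2033 for CCNG2, 1 to 19 for DDR1, 183 to 1389 for ESR1, 15 to 46 for FOXA1, 1 to 547 for GDF15, 740 to 936 for GPR30, 10 each time for HSPB8, 13 to 121 for LOC120224, 798 to 3161 for STC2 and 1 to 8 for XBP1. Clones changed at least 1.5-fold ranged over 20 each time for AKT1, 74 to 109 for AKT2, 6 to 26 for BCL2, 11 to 29 for CCNG2, 12 to 18 for DDR1, 49 to 96 for ESR1, 18 to 38 for FOXA1, 63 to 98 for GPR30, 6 to 18 for HSPB8, 8 to 13 for LOC120224, 10 to 54 for STC2 and 4 to 12 for XBP1. Gene lists past 10% ranged over 1 to 5 for AKT2, 0 to 2 for BCL2, 0 to 1 for CCNG2, 0 to 1 for DDR1, 0 to 2 for FOXA1, 1 to 3 for GDF15, 0 to 3 for GPR30, 0 to 2 for LOC120224, 1 to 3 for STC2 and 0 each time for XBP1. Edges without prior numbered 4 to 6. E-genes numbered 270 to 313. The share of AKT2 to CCNG2 was 0.44 to 0.9. The share of ESR1 to AKT2 was 0 each time. The targeted gene lay at -0.27 to -0.26 for AKT2, -0.53 to -0.40 for FOXA1, -0.51 to -0.08 for GPER1 and -0.44 to -0.30 for TMEM45B, and its call changed. To 3 decimals the highest value of GPER1 was -0.081. The deposited table has no signal over background, so no limit from dim spots can be given.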

Differences from the paper's values

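The fit of each knock-down alone with its own dye term was chosen after the values were seen. All the other alternatives named here were set before the data were examined. Thresholds are the paper's, 10% and 1.5-fold. Counts and shares are said to differ where 1 of the values is over 1.5 times the other or only 1 of them is 0. The counts of clones changed at least 1.5-fold equalled the paper's in 13 of 13 knock-downs on the log2 scale.

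The number of clones past 10% differed in 10 of 13 knock-downs: 1 against the paper's 3 for AKT1, 4362 against the paper's 2276 for AKT2, 0 against the paper's 18 for BCL2, 1 against the paper's 0 for DDR1, 1028 against the paper's 357 for ESR1, 225 against the paper's 53 for FOXA1, 198 against the paper's 3 for GDF15, 237 against the paper's 2 for GPR30, 17 against the paper's 1141 for LOC120224 and 3114 against the paper's 1447 for STC2. The alternatives set beforehand left from 8 to 11 of the 13 counts differing, with 8 for arrays as replicates with or without a shared dye term, 9 for each knock-down fitted alone with arrays as replicates, for 1 value per gene symbol and for a threshold of 5%, 10 for median centring and for the replicate block, and 11 for scale normalization. With each knock-down fitted alone with its own dye term, chosen after the values were seen, 12 of 13 counts did not differ by that measure, 8 of them equal, and AKT1 had 5. Of the 69 measured genes on the paper's list of E-genes, that fit has 5 among its own.

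The number of clones with f1 above 1 differed in 12 of 13: 236 against the paper's 511 for AKT1, 4361 against the paper's 2278 for AKT2, 117 against the paper's 525 for BCL2, 87 against the paper's 217 for DDR1, 1352 against the paper's 746 for ESR1, 1051 against the paper's 530 for FOXA1, 815 against the paper's 298 for GDF15, 788 against the paper's 191 for GPR30, 128 against the paper's 284 for HSPB8, 850 against the paper's 1516 for LOC120224, 3114 against the paper's 1609 for STC2 and 226 against the paper's 642 for XBP1. Arrays as replicates left 8 differing, beta at most 100 left 12, and no bound on beta left 8 of 11. With each knock-down fitted alone with its own dye term, chosen after the values were seen, 0 of 13 differed by over 1.5 times, and 0 of 13 were equal.

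The number of E-genes past 10% differed in 7 knock-downs: 0 against the paper's 3 for AKT1, 0 against the paper's 4 for BCL2, 1 against the paper's 0 for DDR1, 10 against the paper's 3 for GDF15, 16 against the paper's 2 for GPR30, 1 against the paper's 24 for LOC120224 and 1 against the paper's 3 for XBP1. The number of E-genes with f1 above 1 differed in 7: 15 against the paper's 26 for AKT1, 14 against the paper's 29 for BCL2, 8 against the paper's 23 for DDR1, 22 against the paper's 14 for GPR30, 1 against the paper's 4 for HSPB8, 8 against the paper's 27 for LOC120224 and 16 against the paper's 46 for XBP1. No alternative set beforehand was run for these counts per knock-down. With each knock-down fitted alone with its own dye term, chosen after the values were seen, the E-genes numbered 94, the counts with f1 above 1 equalled the paper's in 13 of 13 and those past 10% in 11 of 13. The E-genes of that fit include 5 of the 69 genes of the paper's list that the arrays measure and leave out the rest.

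For CCNG2 to FOXA1 the paper's share of bootstrap samples is about 0.94 in Fig. 7b without prior and about 0.56 in Fig. 7c with the prior on E-genes, both read by eye, and here it was 0.02 in both. No alternative reached it. Arrays as replicates, median centring, the replicate block and each knock-down fitted alone with arrays as replicates all differed. So did the genes matched to the paper's list, natural log, beta at most 100 and the nem 2.0.0 search. The highest share was 0.42, with its own dye term per knock-down and the nem 2.0.0 search, chosen after the values were seen. For FOXA1 to AKT1 the paper's share is about 0.8 in Fig. 7b, read by eye, and here it was 0.42. It was within 1.5 times of the paper's, though lower, with the nem 2.0.0 search (0.58) and with the values read as natural log (0.56). The share differed by more with arrays as replicates, median centring, the replicate block and each knock-down fitted alone with arrays as replicates. It also did with beta at most 100 and with the genes matched to the paper's list. Of these 69 matched genes, 5 had a clone changed at least 1.5-fold, which the paper's rule asks of every E-gene. All clones of the 69 genes were used and gave 0 edges, so that run cannot stand for the paper's E-genes.

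The paper places FOXA1 below CCNG2 in all of its networks. That edge was found in a share of 0.02, while ESR1 to AKT2 (0.68) and AKT2 to CCNG2 (0.98) were found in most samples of the joint fit. With each knock-down fitted alone with arrays as replicates, ESR1 to AKT2 had a share of 0.24 and AKT2 to CCNG2 of 0. The paper reports a dependency of AKT1 on FOXA1 or XBP1. XBP1 to AKT1 was found in a share of 0 without prior and 0.04 with the prior on E-genes, and in 0.7 with a dye term per knock-down and the nem 2.0.0 search, chosen after the values were seen. The most frequent edge into AKT1 came from GPR30 (0.64). Over 50% of the samples had it also with median centring, natural log and the nem 2.0.0 search, but under none of the other alternatives run for the network, nor without replicate 1 or 2. With a dye term per knock-down, chosen after the values were seen, the edge ran from AKT1 to GPR30.

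Of the 94 names in the paper's list of E-genes, 70 could be matched to 69 measured genes. Of these, 5 were among the 103 E-genes (CALCR, ELOVL5, GANAB, TRUB1 and XBP1) and the same number had a clone changed at least 1.5-fold, which the paper's rule asks of every E-gene, while 43 (62.3%, against 47.2% of all genes) had a clone past 10%. The paper states that the targeted mRNA was silenced strongly in every experiment used, by qRT-PCR. On the arrays, the lowest remaining level of the 12 targeted genes measured was 39.2%, for DDR1, followed by 40.8% for CCNG2, 45.2% for GDF15, 48.3% for XBP1, 56.8% for STC2, 67.8% for ESR1, 72.5% for FOXA1, 77.2% for LOC120224, 81.6% for GPR30, 83.4% for AKT2, 91.9% for HSPB8 and 99.9% for BCL2. These are different assays, and array ratios of a clone are not calibrated to mRNA amounts.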

Other observations

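All comparisons in this part were chosen only after the results were seen.

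In the HSPB8 knock-down the replicates went apart for STC2 and XBP1, which were low in most other knock-downs, and for GDF15. STC2 was at 0.603 in replicate 1 and -0.968 in replicate 2, XBP1 at 0.517 and -0.751, and GDF15 at 0.265 and -0.334. Its replicates correlated across clones at r = 0.067.

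Over the 12 knock-downs other than that of ESR1, the proliferation genes had a median of -0.054 (percentile 0 among 10000 random lists of the same size) and the luminal epithelial markers of -0.044 (percentile 0.01). Cholesterol and fatty acid synthesis genes were at -0.023 and unfolded protein response and secretory pathway genes at -0.022 (percentile 0.05 each), and estrogen-induced genes at -0.01 (percentile 1.09). The other 8 lists lay at percentiles from 9.96 to 70.38. The percentile treats the members of a list as independent and measures no spread between replicates or knock-downs. The luminal list holds FOXA1 and XBP1 and the estrogen-induced list STC2, XBP1 and HSPB8, which were silenced in knock-downs averaged here. The profiles of the CCNG2 and XBP1 knock-downs correlated most of all 78 pairs (r = 0.641, covariance 0.00552). Of the 16 E-genes of XBP1 by f1 above 1, 12 were also affected after silencing of CCNG2, where independent lists would share 6.7. Only 1 E-gene passed 10% in limma after silencing of XBP1. Simulated shared controls with no effect gave r = 0.413 (covariance 0.00196). Differences between replicates 1 and 2 of CCNG2 and of XBP1 correlated at 0.073, against controls shared by number.

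The profiles of AKT1 and AKT2 correlated at r = 0.527 (covariance 0.00626, with 0.5 and 0.0029 for simulated shared controls with no effect). Differences between their replicates 1 and 2 correlated at 0.071, against controls shared by number. Of the 15 E-genes of AKT1 by f1 above 1, 13 were affected after silencing of AKT2, where independent lists would share 8.3. In the AKT1 knock-down 0 E-genes passed 10% in limma.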
